# Dependence of PAX3-FOXO1 chromatin occupancy on ETS1 at important disease-promoting genes exposes new targetable vulnerability in Fusion-Positive Rhabdomyosarcoma

**DOI:** 10.1038/s41388-024-03201-2

**Published:** 2024-10-24

**Authors:** Joseph Hsieh, Etienne P. Danis, Charles R. Owens, Janet K. Parrish, Nathan L. Nowling, Arthur R. Wolin, Stephen Connor Purdy, Sheera R. Rosenbaum, Atma M. Ivancevic, Edward B. Chuong, Heide L. Ford, Paul Jedlicka

**Keywords:** Sarcoma, Paediatric cancer, Epigenetics

## Abstract

Rhabdomyosarcoma (RMS), a malignancy of impaired myogenic differentiation, is the most common soft tissue pediatric cancer. PAX3-FOXO1 oncofusions drive the majority of the clinically more aggressive fusion-positive rhabdomyosarcoma (FP-RMS). Recent studies have established an epigenetic basis for PAX3-FOXO1-driven oncogenic processes. However, details of PAX3-FOXO1 epigenetic mechanisms, including interactions with, and dependence on, other chromatin and transcription factors, are incompletely understood. We previously identified a novel disease-promoting epigenetic axis in RMS, involving the histone demethylase KDM3A and the ETS1 transcription factor, and demonstrated that this epigenetic axis interfaces with PAX3-FOXO1 both phenotypically and transcriptomically, including co-regulation of biological processes and genes important to FP-RMS progression. In this study, we demonstrate that KDM3A and ETS1 colocalize with PAX3-FOXO1 to enhancers of important disease-promoting genes in FP-RMS, including FGF8, IL4R, and MEST, as well as PODXL, which we define herein as a new FP-RMS-promoting gene. We show that ETS1, which is induced by both PAX3-FOXO1 and KDM3A, exists in complex with PAX3-FOXO1, and augments PAX3-FOXO1 chromatin occupancy. We further show that the PAX3-FOXO1/ETS1 complex can be disrupted by the clinically relevant small molecule inhibitor YK-4-279. YK-4-279 displaces PAX3-FOXO1 from chromatin and interferes with PAX3-FOXO1-dependent gene regulation, resulting in potent inhibition of growth and invasive properties in FP-RMS, along with downregulation of FGF8, IL4R, MEST and PODXL expression. We additionally show that, in some FP-RMS, KDM3A also increases PAX3-FOXO1 levels. Together, our studies illuminate mechanisms of action of the KDM3A/ETS1 regulatory module, and reveal novel targetable mechanisms of PAX3-FOXO1 chromatin complex regulation, in FP-RMS.

## Introduction

Rhabdomyosarcoma (RMS), a malignancy of impaired myogenic differentiation, is the most common soft tissue pediatric cancer [1]. Molecularly, RMS can be classified by oncofusion status into fusion-negative RMS (FN-RMS) and fusion-positive RMS (FP-RMS) with the fusion status conferring critical clinical prognostic value [2–4]. FN-RMS typically shows embryonal RMS (ERMS) histology, and portends better outcomes (>70% 5-year survival with appropriate care). Conversely, FP-RMS typically shows alveolar RMS (ARMS) histology, and has much less favorable outcomes; patients with FP-RMS have a 39% 5-year overall survival, which drops to <20% for patients with metastatic or recurrent diseases [5–7]. The current treatment paradigm for FP-RMS, a high-risk disease by definition, consists of high-dose multi-agent chemotherapy, in combination with surgery and radiation [8]. Despite this aggressive treatment, and associated adverse effects of therapy, many FP-RMS patients still suffer dismal outcomes, demonstrating a dire need for increased understanding of FP-RMS pathogenesis and identification of better therapies.

PAX3-FOXO1 (P3F) is the driver oncofusion in 70% of FP-RMS, with a less aggressive PAX7-FOXO1 oncofusion making up most of the remaining FP-RMS cases [6]. The PAX3-FOXO1 oncofusion stems from chromosomal translocations fusing the amino terminus of PAX3, with an intact DNA-binding domain, to the carboxy terminus of FOXO1, with an intact transactivation domain. This fusion yields the neomorphic transcription factor PAX3-FOXO1 that aberrantly regulates gene expression to promote cell proliferation, impair myogenic differentiation, and promote metastatic properties such as invasion. Studies investigating PAX3-FOXO1 molecular action have revealed important epigenetic mechanisms in the disease-driving functions of PAX3-FOXO1, including activation of enhancers and so-called ‘super-enhancers’, interactions with chromatin factors, and hijacking of myogenic transcription factor networks [9–12]. Since the PAX3-FOXO1 oncofusion itself presents a difficult therapeutic target, understanding how P3F functions in conjunction with other chromatin and transcription factors presents important alternative mechanisms to treat FP-RMS.

Our prior studies identified a novel disease-promoting epigenetic axis in the pediatric sarcomas Ewing Sarcoma, FN-RMS, and FP-RMS, involving the chromatin factor KDM3A, a member of the Jumonji-domain histone demethylase family, and the transcription factor ETS1, a member of the ETS transcription factor family [13–15]. In all three diseases, ETS1 is downstream of, and upregulated by, KDM3A. Moreover, in FP-RMS, ETS1 is also downstream of, and upregulated by, PAX3-FOXO1 [14]. In FP-RMS, KDM3A and ETS1 each promote cell growth and invasive properties [14, 15], similar to PAX3-FOXO1 [16], and strongly mirror PAX3-FOXO1 transcriptome regulation, including upregulation of known genes important to disease progression [14, 17–19]. In the present study, we sought to further understand how KDM3A, ETS1, and PAX3-FOXO1 collaborate mechanistically to drive FP-RMS oncogenic properties.

## Results

### KDM3A, ETS1, and PAX3-FOXO1 co-localize to enhancers of important disease-promoting genes in FP-RMS

Our previous studies identified a novel KDM3A/ETS1 epigenetic axis that cooperates with PAX3-FOXO1 phenotypically and transcriptomically to drive FP-RMS [14, 15]. In order to understand how KDM3A, ETS1, and PAX3-FOXO1 interact at the chromatin level to regulate FP-RMS disease-promoting gene expression, we performed CUT&RUN cistrome profiling in patient-derived Rh30 and Rh41 FP-RMS cells. For KDM3A and ETS1, our CUT&RUN analysis identified 2231 and 9130 chromatin localization sites, respectively, common to both cell lines (Fig. 1A). Integration with our previous transcriptome data for KDM3A and ETS1 in the same cell lines [14] confirmed regulatory control of genes related to cancer growth and metastasis (Fig. S1). In parallel, we also performed CUT&RUN cistrome profiling for PAX3-FOXO1, using C-terminal FOXO1 antibody, an approach rigorously validated for PAX3-FOXO1-specific cistrome profiling in FP-RMS [12], and also used by others [20]. Our CUT&RUN revealed 3857 PAX3-FOXO1 sites, common to both Rh30 and Rh41 cells (Fig. 1A and S2).

**Fig. 1:**
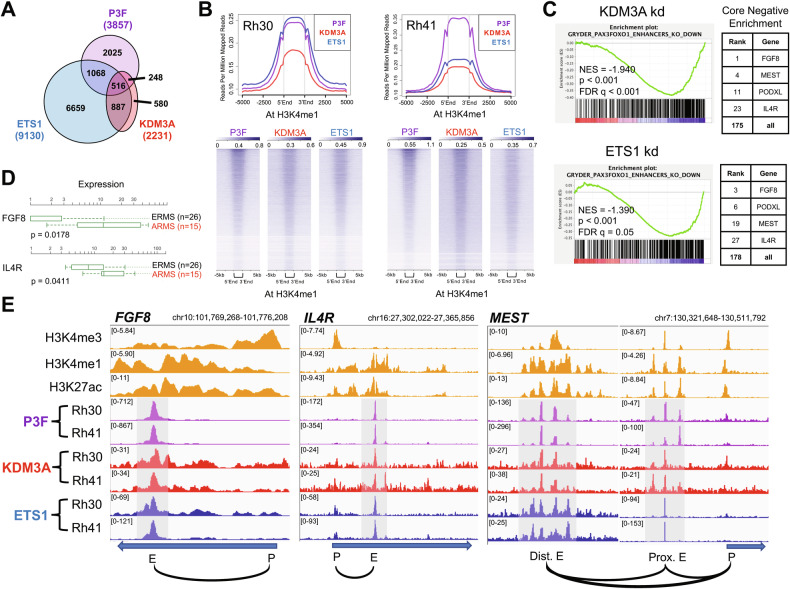
KDM3A and ETS1 co-localize with PAX3-FOXO1 (P3F) to enhancers of important disease-promoting genes in FP-RMS. **A** Overlap (Venn) analysis of CUT&RUN cistrome peaks, common to both Rh30 and Rh41 FP-RMS cells, for KDM3A, ETS1, and PAX3-FOXO1. **B** Genomic distribution of KDM3A and ETS1, relative to PAX3-FOXO1, at FP-RMS enhancers (marked by H3K4me1; data from [10], via CistromeDB (http://cistrome.org)), as determined using ngs.plot analysis of our CUT&RUN data. Global distribution profiles (top panels) and corresponding heat maps (bottom panels). **C** Downregulation of PAX3-FOXO1 enhancer-activated genes, as defined in [10], upon KDM3A (top) and ETS1 (bottom) knockdown, as determined by Gene Set Enrichment Analysis (GSEA) of our KDM3A and ETS1 transcriptome data from [14]. NES: Normalized Enrichment Score; p: nominal p-value; FDR q: False Discovery Rate (q-value)). Right: selected top-ranked genes contributing to GSEA core negative enrichment. **D** Gene expression levels of FGF8 and IL4R in ERMS (FN-RMS) and ARMS (FP-RMS) patient tumors (data from St. Jude Children’s Research Hospital PeCan database; pecan.stjude.cloud); p-value from two-tailed Welch’s t-test (unpaired t-test with unequal variance). **E** PAX3-FOXO1, KDM3A, and ETS1 CUT&RUN cistrome tracks at the FGF8, IL4R, and MEST loci in Rh30 and Rh41 cells, as visualized using the Integrated Genomics Viewer (IGV; FP-RMS H3K4me3, H3K4me1, and H3K27ac reference tracks are from [10], via CistromeDB). Blue arrows depict transcript direction. Black curved lines denote chromatin regional associations (Rh30 Hi-C data from ENCODE3, generated by Dekker Laboratory). “P”: promoter; “E”: enhancer; “Prox.”: proximal (relative to transcription start site); “Dist.”: distal.

Consistent with coregulation observed in our prior transcriptome studies [14]: KDM3A and ETS1 each showed genomic colocalization with PAX3-FOXO1, as well as with one another, in FP-RMS (Fig. 1A); all three factors localized to active regulatory elements (marked by H3K27ac), including promoters (marked by H3K4me3) and enhancers (marked by H3K4me1) (Fig. 1B and S3). Enhancer-dependent mechanisms have previously been shown to play a particularly important role in PAX3-FOXO1-dependent gene expression in FP-RMS [10]. Notably, KDM3A and ETS1 knockdown [14] each resulted in reduced expression of PAX3-FOXO1 enhancer-activated genes in FP-RMS (Fig. 1C). Our prior transcriptome studies showed that KDM3A and ETS1 both coregulate the PAX3-FOXO1 super-enhancer-activated genes FGF8, IL4R, and MEST [10, 14]. Notably, all these genes promote growth and metastatic properties important to FP-RMS progression [14, 17–19]. Additionally, FGF8 and IL4R are overexpressed in FP-RMS relative to FN-RMS (Fig. 1D), and thus constitute potentially important mediators of FP-RMS aggressive biological properties. Of PAX3-FOXO1 enhancer-activated genes, FGF8, IL4R, and MEST were among the most strongly down-regulated genes following both KDM3A and ETS1 knockdown (Fig. 1C). Moreover, their enhancer elements were strongly co-bound by KDM3A and ETS1, along with PAX3-FOXO1 (Fig. 1E). Taken together, our data indicate that KDM3A and ETS1 directly coregulate, with PAX3-FOXO1, important disease-promoting genes in FP-RMS, and likely do so at least in part through enhancer mechanisms.

### PODXL, upregulated by PAX3-FOXO1, KDM3A and ETS1, is a novel promoter of aggressive properties in FP-RMS

In our transcriptome and cistrome analyses, we noted the gene PODXL as a PAX3-FOXO1 super-enhancer-activated [10], and KDM3A and ETS1 coregulated [14], gene. Indeed, along with FGF8, IL4R, and MEST, PODXL was one of the most strongly KDM3A and ETS1-regulated genes among PAX3-FOXO1 enhancer-activated genes (Fig. 1C). At the cistrome level, KDM3A and ETS1 showed colocalization with PAX3-FOXO1 at the PODXL gene locus, including both the proximal and distal enhancers, the latter with particularly high PAX3-FOXO1 levels (Fig. 2A; specificity of KDM3A and ETS1 localization confirmed with factor knockdown (Fig. S4)). PODXL codes for a transmembrane glycoprotein that has been previously implicated in endothelial cell adhesion and transvasation during cancer metastasis [21]. Notably, we previously showed that KDM3A and ETS1 both promote the metastatic property of transendothelial invasion in FP-RMS [14, 15]. Thus, PODXL could be an important mediator of these effects. Furthermore, similar to FGF8 and IL4R, both known important metastasis-promoters in FP-RMS, PODXL shows strong overexpression in FP-RMS, relative to FN-RMS (Fig. 2B). We were thus interested whether PODXL, a factor not previously studied in RMS, could be an important new promoter of aggressive properties in FP-RMS, downstream of PAX3-FOXO1, KDM3A, and ETS1.

**Fig. 2:**
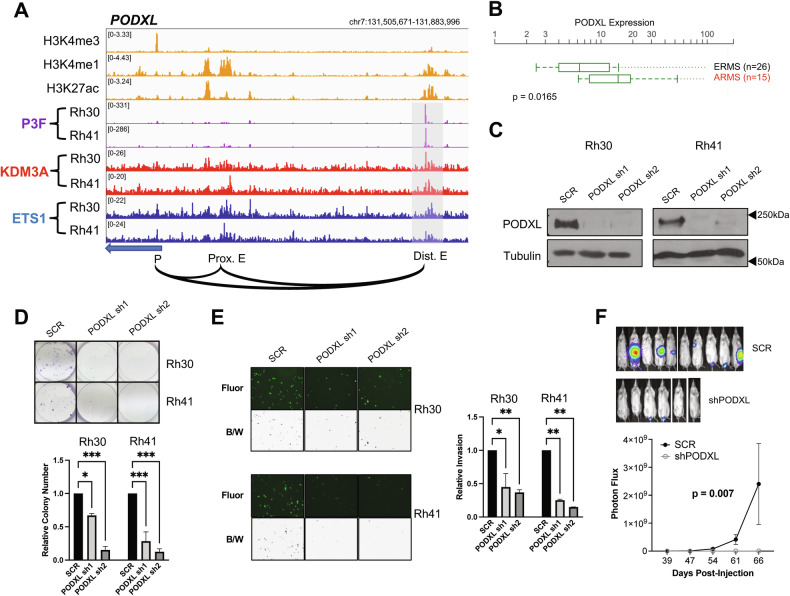
PODXL, regulated by PAX3-FOXO1, KDM3A, and ETS1, promotes growth, invasion, and metastasis in FP-RMS. **A** PAX3-FOXO1, KDM3A, and ETS1 cistrome tracks, and reference FP-RMS histone mark tracks (H3K4me3, H3K4me1, and H3K27ac) at the PODXL genomic locus, plotted as in Fig. 1. **B** PODXL expression in ERMS (FN-RMS) and ARMS (FP-RMS) patient tumors (data from St. Jude Children’s Research Hospital PeCan database; pecan.stjude.cloud); p-value from two-tailed Welch’s t-test. **C** PODXL shRNA-medicated knockdown in Rh30 and Rh41 cells, as determined by immunoblotting, with tubulin as loading control. SCR: Scrambled shRNA negative control. **D** Top: Representative images from a colony formation assay in control (SCR), and PODXL knock-down, Rh30 and Rh41 cells. Bottom: Quantification of colony formation assay data, plotted as mean and standard error of the mean (s.e.m.), from two independent experiments, each performed in triplicate, with the control (SCR) set to 1. *p < 0.05; ***p < 0.001 (from one-way analysis of variance (ANOVA) with multiple comparisons). **E** Left: Representative images from a transendothelial invasion assay in control (SCR), and PODXL knock-down, Rh30 and Rh41 cells. Data shown both as fluorescence images (Calcein AM dye-labeled cells; “Fluor”), and as pseudo-colored images (black on a white background; “B/W”), for greater ease of visualization. Right: Quantification of invasion data, plotted as mean and s.e.m. from two independent experiments, each performed in triplicate, with the control (SCR) set to 1. *p < 0.05; **p < 0.01 (from one-way ANOVA with multiple comparisons). **F** Effect of PODXL depletion on metastasis in a tail vein injection model. Scrambled control (SCR) or shPODXL (sh1) Rh30 cells, each additionally expressing a luciferase reporter, were injected into the tail vein of NOD-SCID/gamma mice (n = 10 for SCR; n = 6 for shPODXL). Metastasis development was monitored using IVIS imaging following administration of luciferin. Top: Representative IVIS images at end of experiment. Bottom: IVIS quantification data (mean and s.e.m. of photon flux over time course of experiment); p-value from 2-way ANOVA with repeated measures.

To evaluate the role of PODXL in FP-RMS, we employed loss-of-function studies and phenotypic analyses of growth, invasion, and metastasis in FP-RMS cells, analogous to our prior studies of KDM3A and ETS1 [14, 15]. Upon shRNA-mediated knockdown of PODXL expression (Fig. 2C), we observed reduction of both colony growth and transendothelial invasion in vitro (Fig. 2D, E). Moreover, in the tail vein injection model of post-intravasation metastasis, PODXL knockdown significantly decreased metastatic seeding/outgrowth (Fig. 2F). Thus, the transmembrane protein PODXL, strongly upregulated in FP-RMS by PAX3-FOXO1, KDM3A and ETS1, is a novel promoter of FP-RMS aggressive properties.

### BRG1 does not promote invasive properties in FP-RMS

BRG1, the ATPase subunit of the BAF chromatin remodeling complex, has been shown to cooperate with KDM3A and ETS1 on chromatin [22, 23], and to promote invasive and metastatic properties in other cancers [24, 25]. Furthermore, BRG1 has recently been shown to exist in a complex with PAX3-FOXO1 and to promote cell proliferation, and inhibit differentiation, in FP-RMS [26, 27]. We were thus interested in further understanding the role of BRG1 in FP-RMS, both with respect to KDM3A and ETS1 cistromes, and aggressive phenotypic properties. CUT&RUN cistrome profiling revealed broad distribution of BRG1 across the FP-RMS genome, including 20069 sites common to Rh30 and Rh41 FP-RMS cells (Fig. S5A). Peak overlap analysis showed BRG1 to be present at the vast majority of KDM3A and ETS1, as well as PAX3-FOXO1, bound loci, including at enhancers of FGF8, IL4R, MEST, and PODXL (Fig. S5A, B). Based on these findings, we hypothesized that BRG1 co-contributes to aggressive properties in FP-RMS. Analogous to our other studies, we thus stably depleted BRG1 expression in Rh30 and Rh41 FP-RMS using shRNA (Fig. S6A), and examined the effects on growth and invasive properties. These analyses confirmed that BRG1 promotes growth properties in FP-RMS (Fig. S6B), concordant with prior findings [26, 27]. Interestingly, however, in both cell lines, BRG1 knockdown did not inhibit cell migration, matrix invasion, or transendothelial invasion (Fig. S6C–E); in fact, in some experiments, BRG1 knockdown showed a trend toward increased migration/invasion. Thus, in contrast to KDM3A and ETS1 [14, 15], as well as PAX3-FOXO1 itself [16], BRG1 does not promote invasive properties in FP-RMS.

### ETS1 promotes PAX3-FOXO1 chromatin occupancy

Given their colocalization at important disease-promoting genes (Fig. 1), and convergent phenotypic properties (from our prior studies [14, 15]), we further investigated the mechanistic relationships of KDM3A and ETS1 to PAX3-FOXO1 on chromatin. Specifically, we wondered whether KDM3A and/or ETS1 might act in part by regulating PAX3-FOXO1 chromatin occupancy. To address this question, we used CUT&RUN to compare cistrome profiles in control and factor-depleted cells. Control and factor-depleted samples were normalized to one another using total human reads, and analyses focused on genomic loci co-bound by PAX3-FOXO1, KDM3A and ETS1 (516 ‘P/K/E’ sites; as defined in Fig. 1A). In the same experiments, we additionally examined effects on overall factor protein levels, as these would be expected to impact any changes in factor levels on chromatin.

KDM3A knockdown and ETS1 knockdown, in both Rh30 and Rh41 cells (Fig. 3A, C), each resulted in reduced levels of the respective factors on chromatin (Fig. 3B, D), confirming our cistrome profile normalization strategy. KDM3A knockdown in both cell lines also resulted in reduced total ETS1 protein levels (Fig. 3A), confirming our prior observations of ETS1 being under positive regulatory control by KDM3A [14]. Accordingly, this also translated into reduced levels of ETS1 on chromatin in both cell lines (Fig. 3B). In Rh41 cells, but not Rh30 cells, KDM3A knockdown reduced PAX3-FOXO1 levels by approximately 50% (Fig. 3A; without affecting levels of FOXO1). Accordingly, this also translated into a reduction of PAX3-FOXO1 levels on chromatin in Rh41 cells, but not Rh30 cells (Fig. 3B, E). The lack of an effect on PAX3-FOXO1 chromatin levels in Rh30 cells suggests that KDM3A does not exert control over PAX3-FOXO1 chromatin occupancy independent of total protein level effects.

**Fig. 3:**
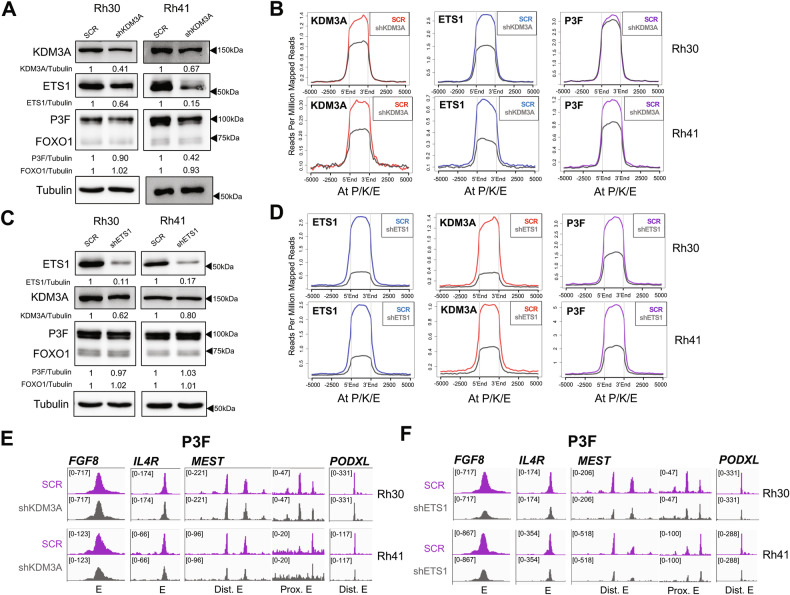
Regulation of PAX3-FOXO1 levels and chromatin occupancy by KDM3A and ETS1. **A** Effects of KDM3A knockdown on KDM3A, PAX3-FOXO1, FOXO1 and ETS1 total protein levels, as determined by immunoblotting and quantified by densitometry (Factor/Tubulin), in Rh30 and Rh41 cells. **B** Relative levels of KDM3A, ETS1, and PAX3-FOXO1, localizing to PAX3-FOXO1, KDM3A, and ETS1 co-bound sites (“P/K/E”, as defined in Fig. 1A), in control (SCR) and KDM3A knockdown (shKDM3A) cells, as determined by CUT&RUN cistrome profiling with internal normalization, in Rh30 and Rh41 cells; data plotted using ngs.plot. **C** Effects of ETS1 knock-down on ETS1, KDM3A, PAX3-FOXO1 and FOXO1 total protein levels, as determined by immunoblotting and quantified by densitometry (Factor/Tubulin). **D** Relative levels of ETS1, KDM3A, and PAX3-FOXO1 localizing to PAX3-FOXO1, KDM3A, and ETS1 co-bound sites (“P/K/E”), in control (SCR) and ETS1 knockdown (shETS1) cells, as determined by CUT&RUN cistrome profiling with internal normalization, plotted as in **B**, using ngs.plot. **E** CUT&RUN data for PAX3-FOXO1 from control and KDM3A knockdown cells (same data as in **B**), visualized at enhancer regulatory elements of the FGF8, IL4R, MEST, and PODXL genes, using IGV. Enhancer regions shown correspond to gray-shaded regions from Figs. 1E and 2A. “E”: enhancer; “Dist.”: distal; “Prox.”: proximal. **F** CUT&RUN data for PAX3-FOXO1 from control and ETS1 knockdown cells (same data as in **D**), visualized at FGF8, IL4R, MEST, and PODXL enhancers, as in **E**.

ETS1 knockdown reduced total KDM3A protein levels approximately 40% in Rh30 cells and 20% in Rh41 cells (Fig. 3C). At the chromatin level, ETS1 knockdown resulted in well over 50% reduction in KDM3A in both cell lines (Fig. 3D). Thus, ETS1 exerts positive regulatory control over KDM3A protein levels, and, given the greater magnitude of the chromatin effect, may also promote KDM3A chromatin occupancy through more direct mechanisms. ETS1 depletion also resulted in a robust, 50% or greater, decrease in PAX3-FOXO1 chromatin occupancy in both cell lines (Fig. 3D, F). Strikingly, this was unaccompanied by any changes in total PAX3-FOXO1 protein levels (or FOXO1 protein levels; Fig. 3C). Thus, ETS1 positively controls PAX3-FOXO1 chromatin occupancy through a more direct, chromatin-level, mechanism, independent of effects on total protein.

Given the different effects of KDM3A knockdown on PAX3-FOXO1 levels in Rh30 and Rh41 cells, we examined additional FP-RMS cell lines. KDM3A knockdown robustly reduced PAX3-FOXO1 levels in Rh4 cells, but not Rh5 cells (Fig. S7). Similar to our previous findings in Rh30 and Rh41 cells [14], KDM3A knockdown robustly reduced ETS1 levels in both Rh4 and Rh5 cells (Fig. S7). Thus, KDM3A consistently upregulates ETS1 in FP-RMS. Moreover, in some FP-RMS, KDM3A also positively controls PAX3-FOXO1 levels.

### ETS1 and PAX3-FOXO1 exist in a shared complex

Following up on the finding that ETS1 promotes PAX3-FOXO1 chromatin occupancy (Fig. 3), we asked whether these effects could involve protein-protein interactions. We first examined whether endogenous ETS1 and PAX3-FOXO1 proteins exist in a contemporaneous complex, using co-immunoprecipitation studies in FP-RMS cells. In both Rh30 and Rh41 cells, immunoprecipitation with ETS1 antibody, but not non-specific antibody control (IgG), co-immunoprecipitated PAX3-FOXO1 (Fig. 4A), indicating that the two proteins exist in a shared complex. Furthermore, treatment with either Ethidium Bromide or Benzonase, both disruptors of protein-nucleic acid interactions, did not interfere with PAX3-FOXO1 co-immunoprecipitation (Fig. 4A), indicating that the coexistence of ETS1 and PAX3-FOXO1 in this shared complex is independent of DNA or other nucleic acids. In the same experiments, ETS1 also co-immunoprecipitated FOXO1 (Fig. 4A), a known interaction from other biological contexts [28, 29].

**Fig. 4:**
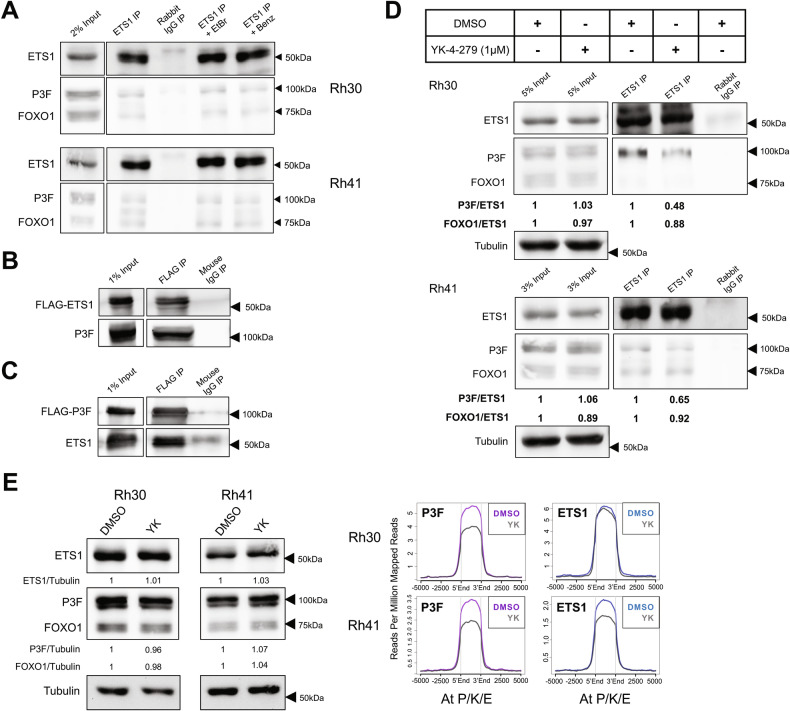
ETS1 interactions with PAX3-FOXO1, and effects of YK-4-279. **A** Immunoblot showing co-immunoprecipitation (co-IP) of PAX3-FOXO1 (and FOXO1) with ETS1 in Rh30 and Rh41 cells, with ETS1 antibody (lane 2), but not negative control antibody (rabbit IgG, lane 3). Lanes 4 and 5: same immunoprecipitation (IP) reactions as in lane 2, but also with Ethidium Bromide (EtBr; lane 4), or Benzonase (Benz; lane 5), to disrupt protein-nucleic acid interactions. 2% input also shown (lane 1). **B** Immunoblot showing co-IP of PAX3-FOXO1 with FLAG-tagged ETS1 upon ectopic expression of both proteins in 293FT cells. Lane 1: 1% input. Lanes 2 and 3: IP with FLAG or negative control antibody (mouse IgG), respectively. **C** Immunoblot showing co-IP of ETS1 with FLAG-tagged PAX3-FOXO1 upon ectopic expression of both proteins in 293FT cells. Lane 1: 1% input. Lanes 2 and 3: IP with FLAG or negative control antibody (mouse IgG), respectively. **D** Effects of YK-4-279 treatment on co-IP of PAX3-FOXO1 (and FOXO1) with ETS1 from Rh30 and Rh41 cells. Cells were pre-treated for 16 hours with 1 µM YK-4-279 or vehicle (DMSO), and IP was carried out as in panel A, but also with inclusion of 1 µM YK-4-279 or DMSO in the IP reaction. Relative recovery of PAX3-FOXO1 (P3F; and FOXO1), normalized to ETS1 (“P3F/ETS1” and “FOXO1/ETS1”), was determined by densitometry (lanes 3 and 4). Relative ratios of P3F (and FOXO1) to ETS1 in corresponding input samples are also shown (lanes 1 and 2), as is IP with negative control antibody (lane 5). **E** Effects of YK-4-279 treatment on PAX3-FOXO1 and ETS1 chromatin occupancy. Rh30 and Rh41 cells were treated with 1 µM YK-4-279 or vehicle (DMSO) for 5 hours prior to CUT&RUN cistrome profiling. Left: Immunoblot showing ETS1, PAX3-FOXO1 (P3F) and FOXO1 total protein levels in vehicle and YK-4-279 treated cells (5 hours), quantified by densitometry (Factor/Tubulin). Right: Relative levels of ETS1 (top panels) and PAX3-FOXO1 (bottom panels), localizing to PAX3-FOXO1, KDM3A, and ETS1 co-bound sites (“P/K/E”, as defined in Fig. 1A), in control (DMSO) and YK-4-279-treated (YK) cells, as determined by CUT&RUN cistrome profiling with internal normalization; data plotted using ngs.plot.

Next, we examined whether ETS1 and PAX3-FOXO1 can interact in a heterologous context, using ectopic protein expression in 293FT cells. Ectopic expression of FLAG-tagged ETS1 and (untagged) PAX3-FOXO1, followed by immunoprecipitation with FLAG antibody, co-immunoprecipitated PAX3-FOXO1 (Fig. 4B). In the reciprocal experiment, ectopic expression of FLAG-tagged PAX3-FOXO1 and (untagged) ETS1, followed by immunoprecipitation with FLAG antibody, co-immunoprecipitated ETS1 (Fig. 4C). Thus, ETS1 and PAX3-FOXO1 form a complex in a heterologous cell context, suggesting that they may interact directly. Taken together, our cistrome and biochemical studies indicate that ETS1 and PAX3-FOXO1 exist in a shared complex in FP-RMS, and that ETS1, potentially via direct protein-protein interactions, increases PAX3-FOXO1 levels on chromatin, including at enhancer elements controlling expression of important FP-RMS-promoting genes.

### YK-4-279 disrupts ETS1/PAX3-FOXO1 interactions, inhibits FP-RMS growth and invasive properties, and interferes with PAX3-FOXO1 gene regulation

The small molecule inhibitor YK-4-279 was originally identified as a compound able to inhibit critical interactions between EWS-FLI1, the driver oncofusion in Ewing Sarcoma, and RNA Helicase A [30]. FLI1 is a member of the ETS transcription family, and subsequent studies have shown broader activity of YK-4-279 against other ETS transcription factors in other cancers [31, 32]. Interestingly, recent studies demonstrated activity of YK-4-279 against critical ETS1/PAX3 interactions in melanoma [33]. We thus queried whether YK-4-279 could inhibit ETS1/PAX3-FOXO1 interactions, and oncogenic phenotypes, in FP-RMS.

In pilot growth assays, YK-4-279 inhibited the growth of Rh30 and Rh41 FP-RMS cells, with an IC_50_ of approximately 1.5 µM (MTT assay, 72 hours of drug treatment; Fig. S8A). Based on these data, we selected a drug concentration of 1 µM for our studies, as a dose within a relevant biological range in phenotypic studies. Treatment of Rh30 and Rh41 cells with 1 µM YK-4-279 did not impact total levels of ETS1 or PAX3-FOXO1 (or FOXO1; Fig. 4D). However, 1 µM YK-4-279 treatment disrupted ETS1/PAX3-FOXO1 interactions, as indicated by reduced co-immunoprecipitation of PAX3-FOXO1 (approximately 50% of DMSO control in Rh30 cells and 65% of DMSO control in Rh41 cells) using ETS1 antibody (Fig. 4D). Similar to the prior experiments (Fig. 4A), ETS1 also co-immunoprecipitated FOXO1, though less so in Rh30 cells, and this co-immunoprecipitation was less affected by 1 μM YK-4-279 (Fig. 4D). Furthermore, by CUT&RUN analysis, treatment of Rh30 and Rh41 cells with 1 µM YK-4-279 resulted in reduced levels of PAX3-FOXO1 at shared chromatin sites in both cell lines, again without impacting overall factor protein levels (Figs. 4E, S9 and S10). In Rh41 cells, this effect was accompanied by a more modest, concomitant, reduction in ETS1 chromatin levels (Fig. 4E and S11). Thus, treatment of FP-RMS cells with YK-4-279 interferes with ETS1/PAX3-FOXO1 interactions and displaces PAX3-FOXO1 from chromatin.

We next further investigated YK-4-279 phenotypic effects in FP-RMS. We examined growth properties in Rh30 and Rh41 cells, using MTT assays of high-density growth and clonogenic (colony formation) assays of low-density growth. YK-4-279 inhibited FP-RMS cell growth properties in both assay types, with an average IC_50_ of approximately 1.5 µM in MTT assays (as already noted above; Fig. S8A) and 0.5 µM in clonogenic assays (Fig. 5A). We next asked whether YK-4-279 could inhibit motile/invasive properties, which underlie the aggressive metastatic biology of FP-RMS, and are promoted by both PAX3-FOXO1 [16] and ETS1 [14]. We selected 1 µM YK-4-279 for these studies as, at this concentration, the drug exerted negligible effects on Rh30 or Rh41 cell growth in the time frame of these assays (Fig. S8B). Strikingly, 1 µM YK-4-279 robustly inhibited transendothelial invasion (Fig. 5B), as well as cell migration and matrix invasion (Fig. S8C, D), in both cell lines. Thus, YK-4-279 inhibits growth and motile/invasive properties in FP-RMS, similar to the effects of PAX3-FOXO1 and ETS1 depletion.

**Fig. 5:**
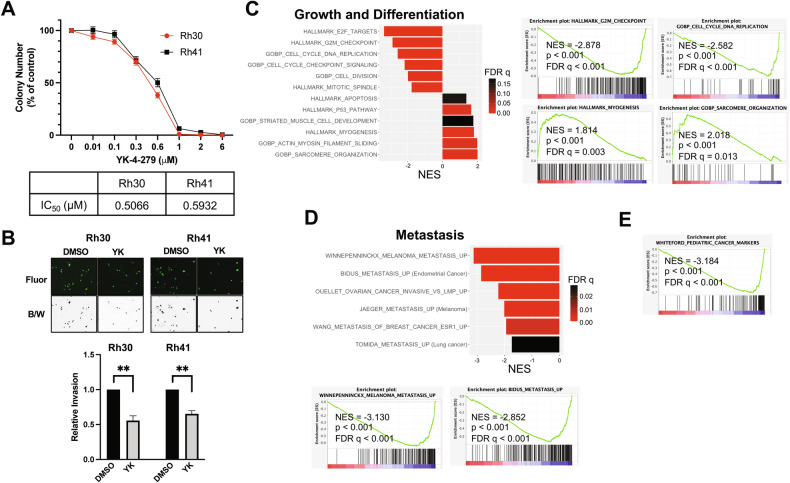
YK-4-279 inhibits FP-RMS growth and invasive properties, and related transcriptomes. **A** Effect of YK-4-279 treatment on FP-RMS growth in a colony formation assay. Rh30 and Rh41 cells were treated with the indicated doses of YK-4-279 every 3 days for 14 days. Data shown represent mean and s.e.m. of colony number, as percent of vehicle (DMSO) control, from three independent experiments, each performed in triplicate. IC_50_ values are shown below. **B** Effect of YK-4-279 treatment on FP-RMS transendothelial invasion. Rh30 and Rh41 cells were treated with 1 µM YK-4-279 or vehicle control for 8 hours, and then challenged to invade across a monolayer of HUVECs in the presence of 1 µM YK-4-279, or DMSO, for 16 hours. Top: Representative images of invaded cells, shown both as fluorescence images (Calcein AM dye-labeled cells; “Fluor”), and as pseudo-colored images (black on a white background; “B/W”), for greater ease of visualization. Bottom: Quantification of invasion data, plotted as mean and s.e.m. from three independent experiments, each performed in triplicate, with the control (DMSO) set to 1. **p < 0.01 (from two-tailed Welch’s t-test). **C**–**E** MSigDB gene sets related to growth and myogenic differentiation (C), metastasis (D), and pediatric cancer markers (E), in Rh30 cells following 1 µM YK-4-279 treatment for 24 hours, relative to vehicle control (DMSO), as determined by GSEA of RNAseq data. Summary plots, and selected individual GSEA plots, are shown. NES: Normalized Enrichment Score; p: nominal p-value; FDR q: False Discovery Rate (q-value).

To gain further insight into YK-4-279 action in FP-RMS, we examined the transcriptomic effects of drug treatment in Rh30 cells. 

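Rh30 is an established cell line derived from a fusion-positive rhabdomyosarcoma. The drug is a small molecule that, by the paper's account, was first found to block binding of EWS-FLI1 to RNA Helicase A. Activity against other ETS factors was shown later. mRNA was sequenced from 3 cultures treated with 1 µM of the drug for 24 hours and 3 cultures treated with the vehicle, DMSO. The authors aligned the reads to hg38 with STAR, counted reads per gene and deposited normalized counts, in which every value is a whole number of reads multiplied by a factor of its library. Dividing by that factor gave whole reads for 100% of the values in each library. The DMSO libraries held 16724650, 20771226 and 24677433 reads on named genes in replicates 1, 2 and 3, and the drug-treated libraries held 23230675, 18752655 and 19876724. Differences were tested with limma on log2(normalized count + 1) over the 13930 genes with a mean of at least 10, so that fold changes of genes with few reads are understated. DMSO replicate 1 stood apart from the other libraries, with a mean correlation of 0.989 with them across genes, against at least 0.992 for each of the others, and 6.05% of its reads lay on mitochondrial genes, against 4.99% and 4.93% in DMSO replicates 2 and 3. At an adjusted p-value under 0.05 from limma, 475 genes changed with drug treatment, 176 of them higher and 299 lower, and 22 of them changed by at least 1 on the log2 scale, all 22 of these higher. The number depended on single libraries. Without DMSO replicate 1 it was 1823, and without drug-treated replicate 1, 2 or 3 it was 19, 23 or 46.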

Consistent with our phenotypic findings of growth inhibitory effects, transcriptome analysis revealed downregulation of gene sets related to cell cycle and replication upon YK-4-279 treatment (1 µM, as in phenotypic studies; Fig. 5C). Furthermore, as frequently observed in FP-RMS upon growth inhibition, as well as impairment of PAX3-FOXO1 action, YK-4-279 treatment also resulted in upregulation of gene sets related to myogenic differentiation (Fig. 5C). 

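The published gene sets of Fig. 5C were not analysed here, and gene panels listed by function were used in their place. The replication panel held 62 genes of DNA replication, of which 61 were lower and 1 was higher in drug-treated cells, with a median log2 fold change of -0.25 (limma's camera, Benjamini-Hochberg adjusted p = 5.47e-28 over 8 panels). RRM2, the member with the highest mean, fell from 15157 ± 445 to 10603 ± 284 normalized counts (SD, n = 3 each), a log2 fold change of -0.52 (standard error 0.05, limma adjusted p = 3.7e-04). TYMS and DNA2 changed by -0.57 and -0.51 on the log2 scale, with limma adjusted p-values of 0.0150 and 0.00473. In the mitosis panel, 56 of 61 genes were lower and 5 higher, with a median log2 fold change of -0.22 (camera, adjusted p = 1.48e-21). TOP2A, its member with the highest mean, fell from 22136 ± 2256 to 16121 ± 684 normalized counts (SD, n = 3 each), and the largest changes were those of SPC25, FBXO5 and CDK1, at -0.54, -0.54 and -0.46 on the log2 scale. Camera was run with a preset correlation between genes of 0.01. Under fry both panels kept their calls. With the correlation estimated from the data, camera gave much larger adjusted p-values, 0.0365 for the replication panel, which kept its call, and 0.104 for the mitosis panel. The paper relates the downregulation of its cell cycle and replication gene sets to the growth inhibition it observed.

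**Figure D1:**
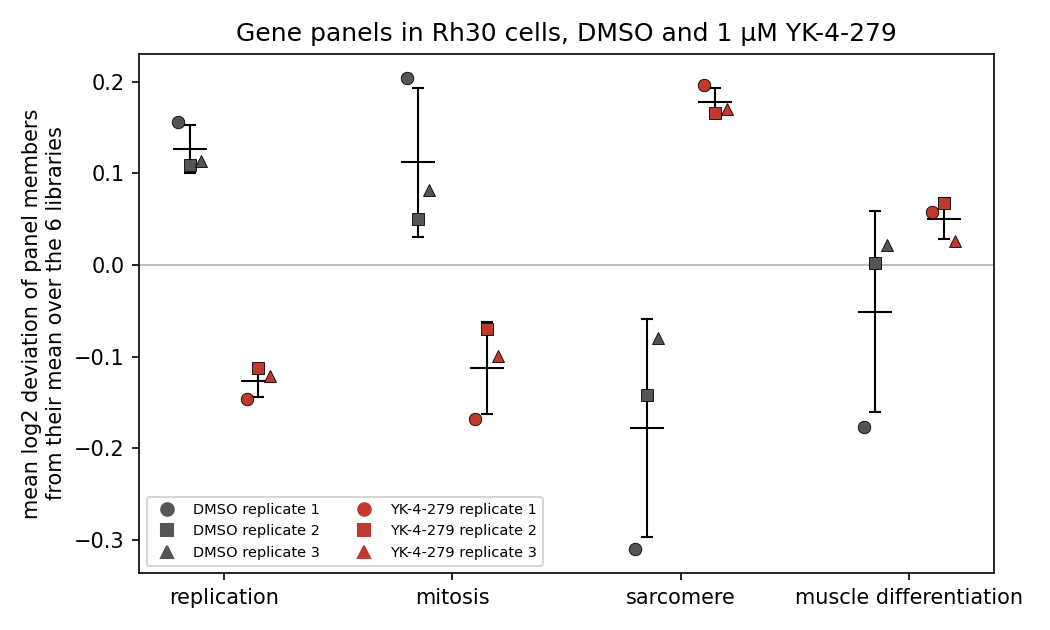
Panel levels per library in Rh30 cells treated with DMSO or 1 µM of the drug. The vertical axis is the mean log2 deviation of the panel's members from their mean over the 6 libraries, each symbol is a library, and the bars are the mean and SD of 3 libraries. For replication, the DMSO libraries lie between 0.11 and 0.16 and the drug-treated libraries between -0.15 and -0.11.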

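In the sarcomere panel, a list of 54 sarcomere genes with 44 tested, 39 genes were higher and 5 lower in drug-treated cells, with a median log2 fold change of 0.30 (camera, adjusted p = 6.01e-12). ACTC1, its member with the highest mean, rose from 23347 ± 822 to 30096 ± 880 normalized counts (SD, n = 3 each), a log2 fold change of 0.37 (standard error 0.05, limma adjusted p = 0.00528). Among members with a mean of at least 100, the largest changes past the threshold were those of KLHL41, XIRP1 and MYLPF, at 0.79, 0.79 and 0.62 on the log2 scale. Reads of near-identical actin and myosin genes can be split or lost in counting, so that the values of single members of these families are uncertain. In the muscle differentiation panel, a list of myogenic regulators and muscle metabolism and excitation genes with 35 tested, 21 genes were higher and 14 lower, with a median log2 fold change of 0.07 (camera, adjusted p = 0.0408), and no member passed an adjusted p-value of 0.05 in limma. MYOD1, its member with the highest mean, had a log2 fold change of -0.01 (standard error 0.06, limma adjusted p = 0.963). The muscle differentiation panel lost its call under fry (adjusted p = 0.291) and without DMSO replicate 1, where its median was 0.01. The sarcomere panel kept its call in each of these fits. With the correlation estimated from the data it had a much larger adjusted p of 0.0397 in camera.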

Strikingly, YK-4-279 treatment resulted in downregulation of gene sets related to cancer metastasis (Fig. 5D). This was concordant with our phenotypic findings of impaired motile/invasive properties in YK-4-279-treated cells (Fig. 5B), and was notably also observed in our prior studies of ETS1 knockdown in FP-RMS [14]. Also similar to our prior studies of ETS1 knockdown in FP-RMS, YK-4-279 treatment downregulated a group of genes commonly overexpressed in pediatric cancers relative to normal tissue [34] (Fig. 5E).

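The published metastasis gene sets of Fig. 5D were not analysed here. The paper pro-metastatic panel held 6 genes, FGF8, IL4R, MEST, PODXL and LOXL2, which the paper names as growth or invasion and metastasis genes, and MCAM, which appears only in titles of studies it cites, with 4 lower and 2 higher after drug treatment and a median log2 fold change of -0.07 (camera, adjusted p = 0.198). LOXL2 and MCAM had log2 fold changes of 0.04 (standard error 0.07, limma adjusted p = 0.796) and 0.08 (standard error 0.06, limma adjusted p = 0.525). Without DMSO replicate 1, the panel had a median of -0.08 and passed the threshold (adjusted p = 0.0416). In the invasion effectors panel, a list by function of proteases, integrins, adhesion molecules and regulators of invasion with 62 genes tested, 24 were lower and 38 higher, with a median log2 fold change of 0.03 (camera, adjusted p = 0.207). FSCN1, its member with the highest mean, had a log2 fold change of -0.11 (standard error 0.06, limma adjusted p = 0.323). Without DMSO replicate 1, FSCN1 passed the threshold, at -0.14 (limma adjusted p = 0.0188). The panel's members past the threshold with all libraries included ITGB3 and CAV1, at -0.42 and 0.32 on the log2 scale. The median of the invasion effectors panel was -0.01 without DMSO replicate 1.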

Thus, YK-4-279 treatment downregulates cancer-relevant genes related to cell proliferation and metastasis, and upregulates genes related to myogenic differentiation, which represent key oncogenic parameters related to FP-RMS pathogenesis and progression. 

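The p53 targets panel, which stands beside the p53 gene set of Fig. 5C and is a list by function, had 20 of 29 genes higher and 9 lower in drug-treated Rh30 cells, with a median log2 fold change of 0.06 (camera, adjusted p = 0.00474). GDF15, PLK2 and SESN2 had the largest changes past the threshold, at 0.56, 0.37 and 0.35 on the log2 scale, and AEN, the member with the highest mean, had a log2 fold change of 0.02 (standard error 0.08, limma adjusted p = 0.941). With the correlation between genes estimated from the data, the panel had an adjusted p of 0.0702. Of the 299 genes that were lower with an adjusted p-value under 0.05 in limma, 47 were members of the replication or mitosis panels.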

To determine whether YK-4-279 specifically interferes with PAX3-FOXO1 action, as suggested by our cistrome and biochemical studies, we examined the effects of drug treatment on PAX3-FOXO1-dependent gene expression. To do this, we queried PAX3-FOXO1-dependent transcriptomes as defined in three recent, independent, studies, utilizing PAX3-FOXO1 sgRNA knockout in Rh4 and Rh41 cells [27, 35], and PAX3-FOXO1 degron-mediated depletion in Rh30 cells [36]. 

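The PAX3-FOXO1-dependent gene sets defined in the 3 published studies were not analysed here. The PAX3-FOXO1 activated panel, a list from general knowledge of genes described as activated by the fusion protein, with 36 tested, had 23 genes lower and 13 higher after drug treatment in Rh30 cells, with a median log2 fold change of -0.06. This did not pass the threshold (camera, adjusted p = 0.0541). The panel passed it under fry (adjusted p = 0.0163) and in pre-ranked gene set enrichment analysis, with a normalized enrichment score of -1.69 and an adjusted p of 0.00924 by gene permutation. NELL1 was its only member with an adjusted p-value under 0.05 in limma, with a log2 fold change of -0.24 (standard error 0.06, limma adjusted p = 0.0488). No panel of genes repressed by PAX3-FOXO1 was tested.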

Strikingly, YK-4-279 treatment resulted in downregulation of PAX3-FOXO1-activated genes, and upregulation of PAX3-FOXO1-repressed genes, in data from all three studies (Fig. 6A), consistent with inhibition of PAX3-FOXO1-dependent gene regulation. Furthermore, similar to ETS1 knockdown (Fig. 1C), YK-4-279 treatment resulted in downregulation of PAX3-FOXO1 enhancer-activated genes (Fig. 6B). 

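The published enhancer-activated gene set was not analysed here, and 4 members that the paper names in Fig. 1C were examined one by one, with positions on hg38 from GENCODE. FGF8 is a protein-coding gene on chromosome 10 from 101770109 to 101780371. Its normalized counts were 1628, 1692 and 1687 in DMSO replicates 1, 2 and 3 and 1491, 1463 and 1287 in drug-treated replicates 1, 2 and 3, a log2 fold change of -0.24 (standard error 0.07, limma adjusted p = 0.0778). IL4R, on chromosome 16 from 27313668 to 27364778, had 2835 ± 275 normalized counts with DMSO and 2470 ± 96.2 with the drug (SD, n = 3 each), a log2 fold change of -0.19 (standard error 0.07, limma adjusted p = 0.173). PODXL, on chromosome 7 from 131500262 to 131558217, had 3287 ± 77.3 and 3049 ± 37.7 normalized counts (SD, n = 3 each), and each drug-treated library lay below each DMSO library, with a log2 fold change of -0.11 (standard error 0.06, limma adjusted p = 0.313). MEST, on chromosome 7 from 130486171 to 130506465, had 32117 ± 2675 and 31359 ± 871 normalized counts (SD, n = 3 each), a difference smaller than the spread between replicates, with a log2 fold change of -0.03 (standard error 0.06, limma adjusted p = 0.833). None of these 4 genes passed an adjusted p-value of 0.05 over all genes tested. Adjusted over the list alone, FGF8 (adjusted p = 0.0163) and IL4R (adjusted p = 0.0386) passed it in limma. Without DMSO replicate 1, FGF8, IL4R and PODXL had limma adjusted p-values of 3.7e-04, 8.7e-06 and 0.0347 over all genes, and the log2 fold change of MEST was 0.04.

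**Figure D2:**
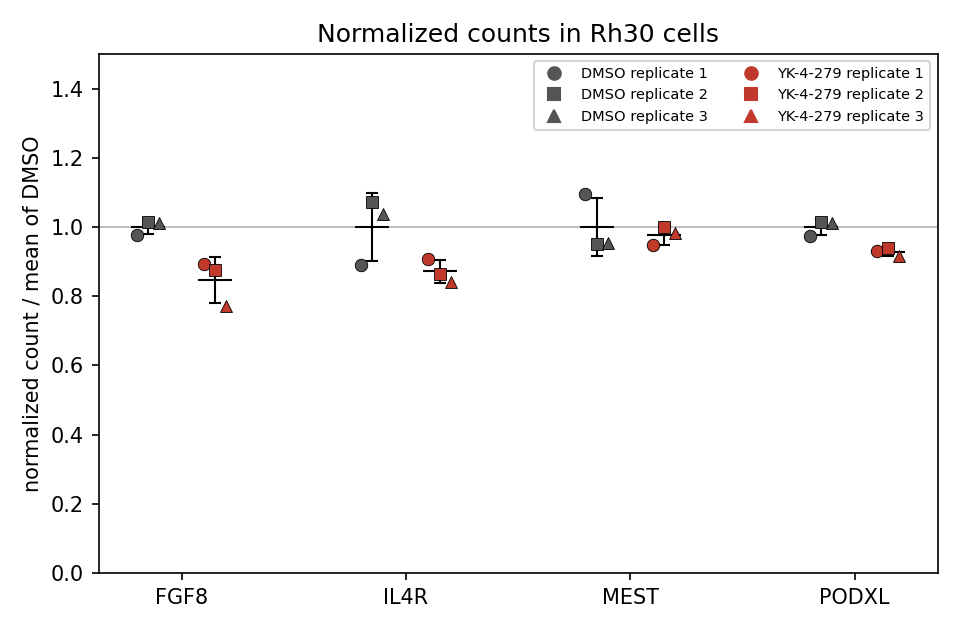
Normalized counts of FGF8, IL4R, MEST and PODXL in Rh30 cells, each divided by the mean of the 3 DMSO libraries. Each symbol is a library and the bars are the mean and SD of 3 libraries. The libraries of the 2 treatments do not overlap for FGF8 and PODXL and overlap for IL4R and MEST.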

Lastly, and in further support of on-target, disease-relevant effects, YK-4-279 treatment resulted in dose-dependent downregulation of FGF8, IL4R, MEST, and PODXL gene expression in both Rh30 and Rh41 cells (Fig. 6C). Taken together, our data indicate that YK-4-279 disrupts ETS1/PAX3-FOXO1 interactions, inhibits FP-RMS growth and invasive properties, and interferes with disease-relevant PAX3-FOXO1 gene regulation.

**Fig. 6:**
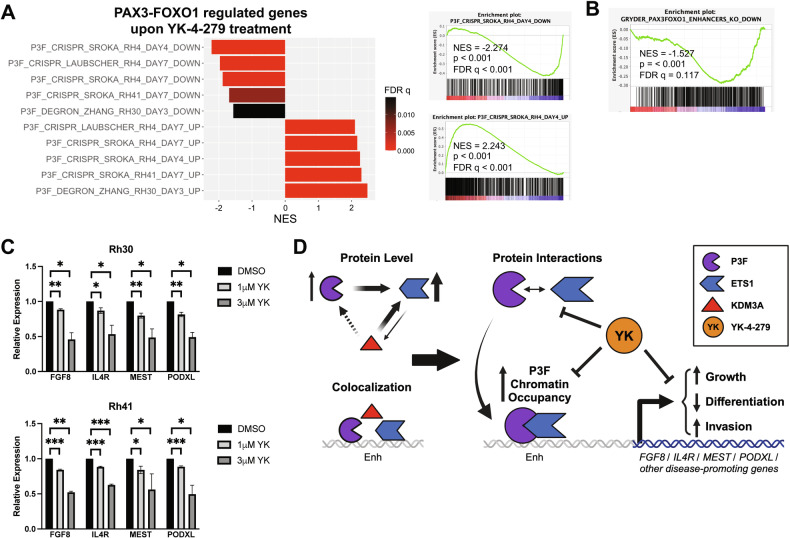
YK-4-279 interferes with PAX3-FOXO1 gene regulation. **A** GSEA analysis of RNAseq data from YK-4-279 treated Rh30 cells (1 µM, 24 hours; relative to DMSO control) against PAX3-FOXO1 regulated transcriptomes from three independent published studies (utilizing PAX3-FOXO1 sgRNA knockout in Rh4 and Rh41 cells [27, 35], and PAX3-FOXO1 degron-mediated depletion in Rh30 cells [36]). NES: Normalized Enrichment Score; p: nominal p-value; FDR: False Discovery Rate (q-value). Summary plot (left), and selected individual GSEA plots (right), are shown. **B** GSEA enrichment plot for same Rh30 YK-4-279 versus DMSO transcriptome against PAX3-FOXO1 enhancer-activated gene set [10]. **C** Relative expression of FGF8, IL4R, MEST, and PODXL upon YK-4-279 treatment (1 or 3 µM, each for 24 hours), compared to vehicle (DMSO) control, as determined by qRT-PCR, in Rh30 and Rh41 cells. Data shown represent mean and s.e.m. from three (1 µM drug versus DMSO), or two (3 µM drug versus DMSO) independent experiments, each performed in triplicate, with control (DMSO) set to 1. RPL19 (confirmed to be invariant upon YK-4-279 treatment in RNAseq analysis) was used as an internal control. *p < 0.05; **p < 0.01; ***p < 0.001; from two-tailed Welch’s t-test, comparing each treatment (1 µM or 3 µM drug) with its own vehicle (DMSO) control). **D** Schematic diagram of proposed mechanisms based on our findings. KDM3A and PAX3-FOXO1 (P3F) each upregulate ETS1 expression (our previous findings [14, 15]). Herein, we further show that ETS1 also upregulates KDM3A and, in some FP-RMS cell contexts, KDM3A additionally upregulates PAX3-FOXO1. KDM3A and ETS1 co-localize with PAX3-FOXO1 at regulatory elements, including enhancers (Enh), of important FP-RMS growth and invasion/metastasis-promoting genes like FGF8, IL4R, MEST, and PODXL. Through protein-protein interactions, ETS1 also augments PAX3-FOXO1 chromatin occupancy. Together, these mechanisms serve to amplify PAX3-FOXO1 action, resulting in increased expression of genes controlling growth and invasion/metastasis (including FGF8, IL4R, MEST, and PODXL), as well as inhibiting differentiation, thereby promoting FP-RMS progression. Through interference with ETS1/PAX3-FOXO1 interactions, YK-4-279 displaces PAX3-FOXO1 from chromatin, inhibits PAX3-FOXO1 mediated gene regulation, impairs growth and invasive properties, and promotes differentiation, thereby reducing FP-RMS progression.

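In the RNAseq libraries, RPL19, on chromosome 17 from 39200283 to 39204840 of hg38, had 18992 ± 213 normalized counts with DMSO and 18665 ± 549 with the drug (SD, n = 3 each). Its log2 fold change was -0.03 (95% confidence interval -0.14 to 0.09, limma adjusted p = 0.834), and 12.7% of the genes tested had a smaller absolute change. RPL19 has processed pseudogenes, with which reads can be shared. The qPCR reference genes panel, 16 genes commonly used as internal controls, had a median log2 fold change of -0.05, with 14 lower and 2 higher (camera, adjusted p = 0.128 over the exploratory panels), and none of its members passed an adjusted p-value of 0.05 in limma. ACTB, the member with the highest mean, had a log2 fold change of -0.08 (standard error 0.05, limma adjusted p = 0.432).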

## Discussion

PAX3-FOXO1-driven fusion-positive RMS (FP-RMS) is an aggressive disease with strong tendency toward metastasis, progression, and poor patient outcomes. As revealed by recent studies, PAX3-FOXO1-driven FP-RMS fundamentally relies on epigenetic mechanisms for pathogenesis [10]. Details of these mechanisms, which may pave the way toward new treatment paradigms, are gradually emerging. However, much remains to be learned. Important areas of investigation toward this end include: how PAX3-FOXO1 interacts with other chromatin and transcription factors to drive disease pathogenesis; how such mechanisms promote aggressive biological properties leading to disease progression.

Our previous studies identified the chromatin factor KDM3A and the ETS1 transcription factor as part of a novel epigenetic axis that functionally and transcriptomically interfaces with PAX3-FOXO1 to promote growth and metastatic properties in FP-RMS [14, 15]. In this study, we used cistrome profiling to demonstrate that this functional and transcriptomic interface involves direct mechanisms, namely co-association with shared regulatory elements, including enhancers. Furthermore, we show that ETS1, through apparent protein-protein interactions, augments PAX3-FOXO1 chromatin occupancy. We have previously shown that PAX3-FOXO1 upregulates ETS1 expression in FP-RMS [14]. Thus, ETS1 is induced by PAX3-FOXO1, and, in turn, increases PAX3-FOXO1 levels on chromatin. In this manner, ETS1 effectively acts as PAX3-FOXO1-induced “amplifier” of PAX3-FOXO1 action in FP-RMS. This amplification mechanism is further reinforced by KDM3A, which also upregulates ETS1 expression in FP-RMS [15] (and Fig. S7).

We demonstrate that ETS1 and PAX3-FOXO1 interact and exist in a shared complex in FP-RMS, and that this interaction can be disrupted by YK-4-279, a small molecule inhibitor of ETS protein-protein interactions. In functional and transcriptomic studies, we show that YK-4-279 robustly inhibits growth and motile/invasive properties, as well as promotes myogenic differentiation, in FP-RMS. Concurrent with these effects, and at a biologically relevant dose, YK-4-279 also opposes PAX3-FOXO1-dependent transcriptional regulation. Our studies thus identify YK-4-279 as a novel PAX3-FOXO1 and FP-RMS pharmacologic inhibitor. Given that YK-4-279 is a clinically relevant compound (with TK-216, its clinical analog, in phase II clinical trials for Ewing Sarcoma [37]), further evaluation of its activity in FP-RMS is warranted.

Further studies of ETS1/PAX3-FOXO1 interactions, and their susceptibility to YK-4-279 inhibition, can be expected to inform mechanisms of PAX3-FOXO1 chromatin complex assembly and maintenance, and ways that such mechanisms could be targeted in FP-RMS. In other (non-RMS) biological contexts, ETS1 is able to interact with both (wild-type, full length) PAX3 [38] and FOXO1 [28, 29]. Thus, both the PAX3 and FOXO1 components of the PAX3-FOXO1 fusion protein could potentially contribute to the ETS1 interaction. Our studies show that ETS1 is required to maintain high levels of PAX3-FOXO1 on chromatin. This raises the question of whether ETS1 is also needed for initial PAX3-FOXO1 recruitment to chromatin during disease initiation, a topic of interest in future investigations. It will also be important to further define how YK-4-279 disrupts P3F chromatin regulatory complexes in FP-RMS. We show that YK-4-279 is able to displace PAX3-FOXO1 from chromatin in both Rh41 and Rh30 cells. Importantly, the loss of PAX3-FOXO1 from chromatin is concordant with the observed phenotypic and gene regulatory effects in our studies. Interestingly, at the same drug dose, YK-4-279 displaces ETS1 from chromatin in Rh41, but not Rh30, cells. These findings are not necessarily surprising since YK-4-279, a protein-protein interaction inhibitor, could in principle interfere with chromatin complex function with, or without, the loss of any one individual complex component from chromatin. The differential effects on ETS1 in the two cell lines could be due to precise composition and levels of chromatin complex components, post-translational modifications, complex dynamics, 3D chromatin configuration, or other factors, which may not be identical in different patient-derived cell lines. Further studies to understand the precise effects of YK-4-279 on P3F chromatin complexes in FP-RMS can be expected to shed important light on mechanisms of drug action.

Our studies provide evidence for a YK-4-279 “on-target” mechanism of action involving disruption of ETS1/PAX3-FOXO1 interactions. YK-4-279 of course has the potential to disrupt other ETS protein-protein interactions, including in FP-RMS. As such, we cannot exclude a potential role for other ETS factors, and other ETS protein-protein interactions, in the biological effects of this drug in FP-RMS. Notably, in the context of a drug with an already-defined safety profile in humans, broader-scope activity in the tumor could be an additional benefit, rather than a liability. That is, demonstration of additional efficacious mechanisms in the tumor should not raise additional safety concerns outside the tumor, since the latter are already known (from completed Phase I clinical trial studies).

Members of the Jumonji-domain histone demethylase (JHDM) family have been of interest in pediatric cancer, including RMS [39]. This includes members of the KDM3 and KDM4 families, which share activity against the H3K9 histone methyl mark (H3K9me1/2 for KDM3s, and H3K9me2/3 for KDM4s). Our studies identified a role for KDM3A in Ewing Sarcoma [13], and subsequently RMS [14, 15], and demonstrated efficacy of the pan-JHDM inhibitor JIB-04 [40], in both cancer types [15, 41]. A subsequent study demonstrated a role for KDM4B, and KDM4 inhibition using the small molecule inhibitor QC6352, in FP-RMS [42]. Most recently, another study demonstrated a role for KDM3B, and inhibition using the small molecule inhibitor P3FI-63 (and the optimized compound P3FI-90), in FP-RMS [43]. Interestingly, P3FI-63 also inhibits KDM3A and shares transcriptomic effects with JIB-04 [43]. Targeting of the KDM3/4 families thus remains of interest in FP-RMS, and the above studies provide multiple alternatives.

Our mechanistic studies of KDM3A imply more complex modes of action in FP-RMS that will require further study. We show that in some FP-RMS, KDM3A upregulates P3F levels, and consequent P3F chromatin occupancy. This provides another mechanism that could potentially be exploited to inhibit P3F action in some FP-RMS. On the other hand, our studies suggest that, in some contexts, KDM3A may be able to co-regulate FP-RMS genes with P3F by mechanisms other than control of P3F levels or chromatin occupancy. Our studies also reveal interesting differences between the effects of KDM3A depletion (and accompanying ETS1 downregulation), and ETS1 depletion (and accompanying KDM3A downregulation), upon P3F chromatin occupancy. Some of these differences could be due to the depth of KDM3A and ETS1 level reduction, which are not the same in the respective experimental manipulations. It is also possible that the sequence of factor level reduction is important, and results in non-identical chromatin effects. Lastly, our studies also suggest possible regulation of KDM3A chromatin occupancy by ETS1. Such regulation could be relevant not only in FP-RMS, but also to KDM3A/ETS1 disease-promoting biology in FN-RMS [15, 44]. These and other mechanisms merit further investigation to understand the disease-promoting effects of KDM3A in RMS.

The vast majority of studies of PAX3-FOXO1 and related epigenetic mechanisms in FP-RMS have focused on growth and differentiation phenotypes. Such mechanisms clearly play important roles in FP-RMS pathogenesis. However, given the strong propensity of FP-RMS toward dissemination and metastasis, motile/invasive mechanisms are undoubtedly critical as well, especially in disease progression. It is thus notable that KDM3A and ETS1, which themselves promote invasive and metastatic properties in FP-RMS [14], coregulate, along with PAX3-FOXO1, important, known, pro-invasive/metastatic genes specifically upregulated in FP-RMS, including FGF8, IL4R, and MEST. Our functional studies herein indicate that the transmembrane protein PODXL also belongs to this group of FP-RMS-upregulated, pro-invasive and pro-metastatic genes. Notably, PODXL promotes FP-RMS transendothelial invasion, a key biological property in sarcoma dissemination, and is a cell surface-expressed protein. PODXL thus presents a new candidate therapeutic target in FP-RMS, for inhibition of metastatic properties. Together, genes such as FGF8, IL4R, MEST and PODXL, and their associated pathways, may importantly contribute to the basis of the aggressive biological properties of FP-RMS. Notably, the same genes, as well as FP-RMS motile and invasive properties, are vulnerable to YK-4-279 inhibition, further supporting rationale for more studies of this drug in this disease. On the other hand, our studies indicate that BRG1, another epigenetic regulator recently shown to interact with PAX3-FOXO1, and to promote growth, and inhibit differentiation, in FP-RMS [26, 27], does not regulate motile or invasive properties in FP-RMS. Interestingly, and concordant with these findings, BRG1 appears to exhibit more complex regulation of FP-RMS pro-invasive/metastatic genes such as FGF8, IL4R, MEST, and PODXL, relative to PAX3-FOXO1, KDM3A and ETS1 (Fig. S6F).

In summary, we define new mechanisms by which KDM3A and ETS1 interface with the PAX3-FOXO1 disease-driving oncofusion to promote FP-RMS. We show that ETS1, a factor induced by PAX3-FOXO1 and KDM3A, complexes with PAX3-FOXO1 and increases its chromatin occupancy, thus effectively functioning as an amplifier of PAX3-FOXO1 action in FP-RMS. Furthermore, we identify the clinically relevant small molecule YK-4-279, an ETS protein-protein interaction disruptor, as a novel inhibitor of ETS1/PAX3-FOXO1 interactions, PAX3-FOXO1 chromatin localization and gene regulation, and FP-RMS growth and invasive properties. Together, these findings advance understanding of PAX3-FOXO1-driven FP-RMS and identify new therapeutic options for this aggressive disease.

## Materials and methods

Materials and Methods can be found in Supplementary Materials.

## Supplementary information

Supplementary Materials

## Data Availability

Transcriptome and cistrome data have been deposited in the NCBI Gene Expression Omnibus database (accession numbers GSE279335 and GSE279336; superseries GSE279337).

# Supplementary material for: Dependence of PAX3-FOXO1 chromatin occupancy on ETS1 at important disease-promoting genes exposes new targetable vulnerability in Fusion-Positive Rhabdomyosarcoma
**Source:** Oncogene. 2024 Oct 24;44(1):19–29. doi: 10.1038/s41388-024-03201-2
**Supplement:** Supplementary file 1 — Supplementary Materials

## Supplementary Materials

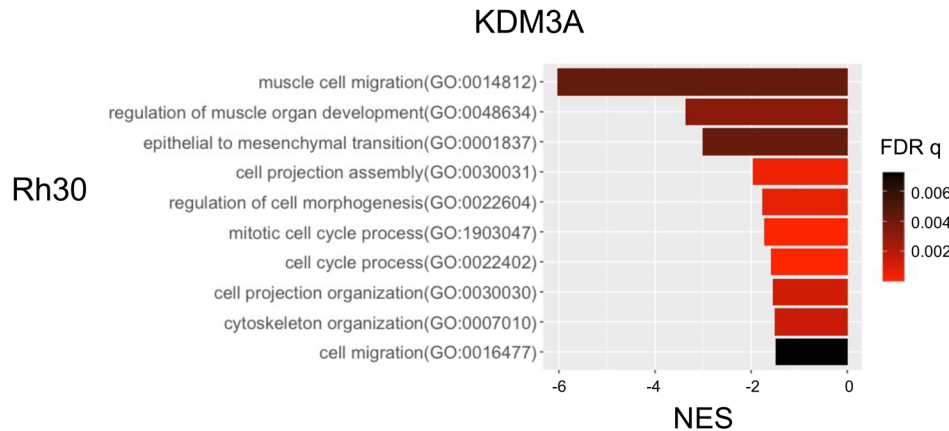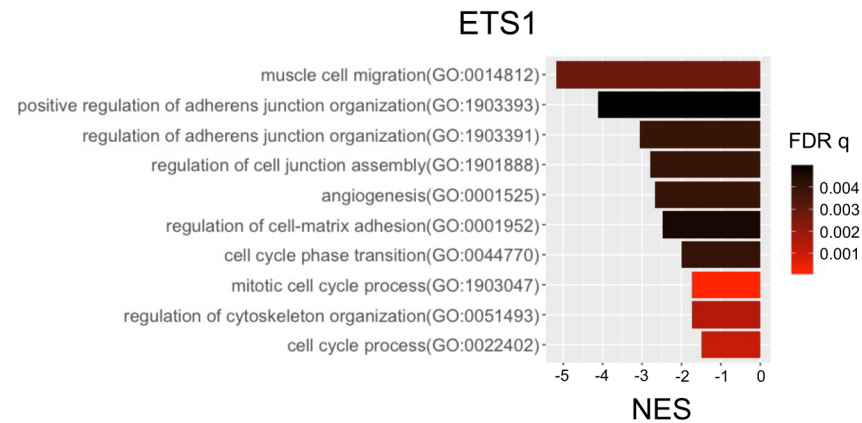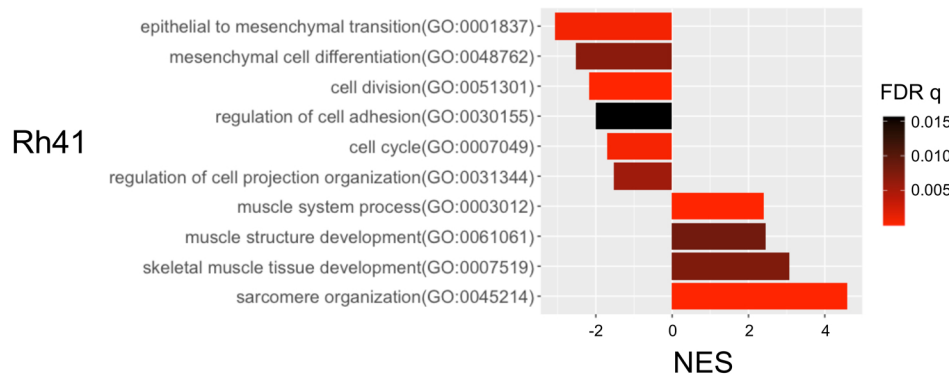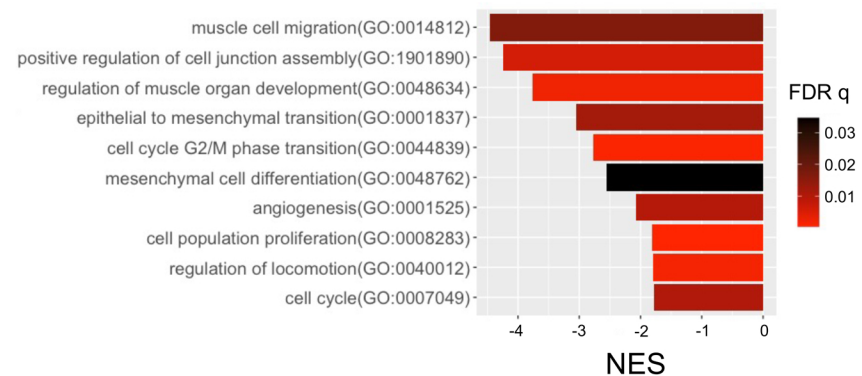

Supplementary Figure S1

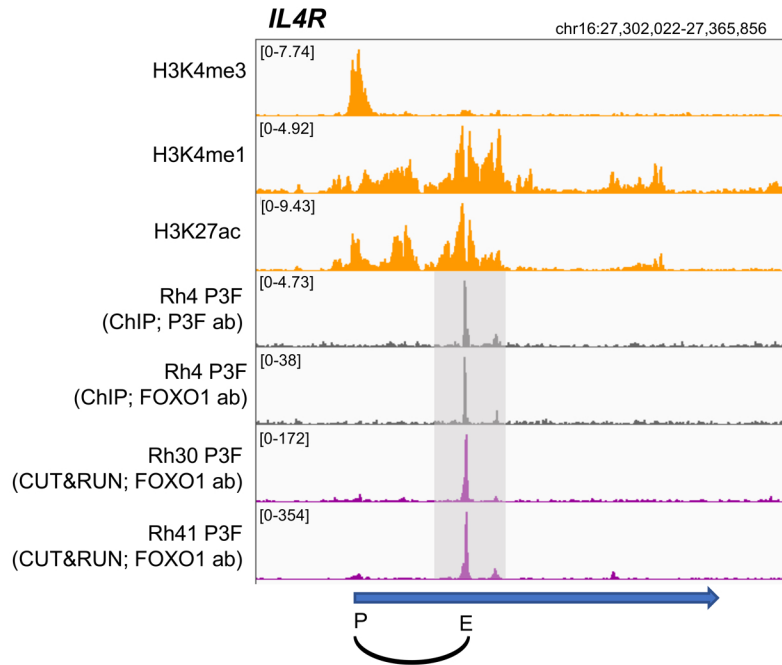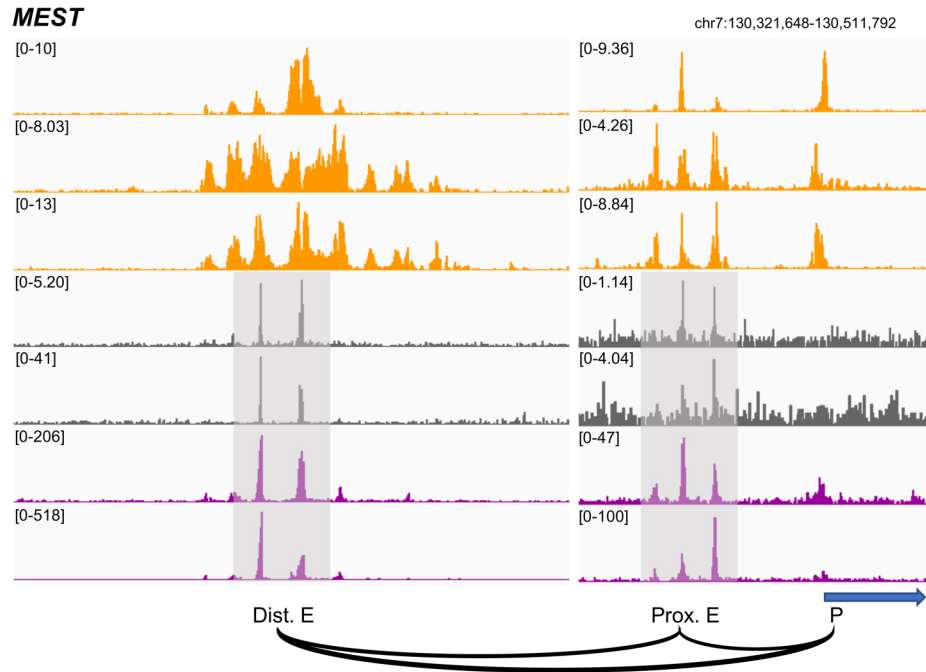

Supplementary Figure S2

Rh30

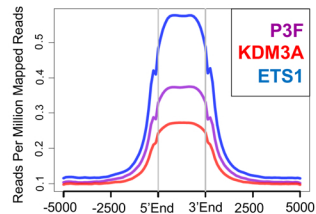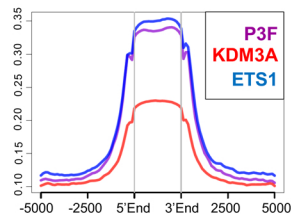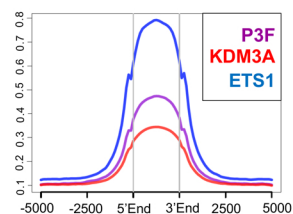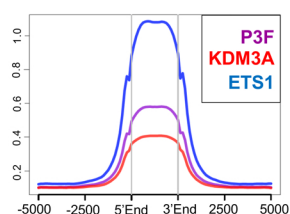

Rh41

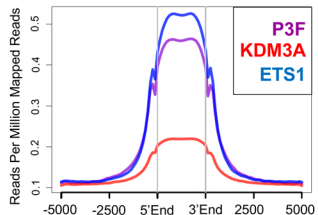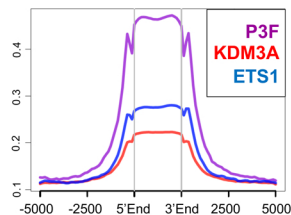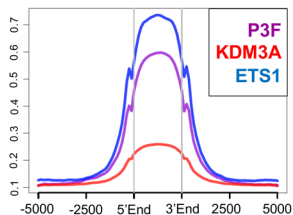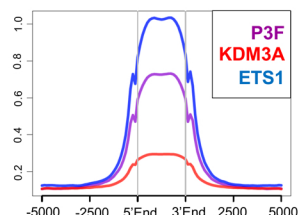

At H3K27ac

At H3K27ac/  
H3K4me1

At H3K4me3

At H3K27ac/  
H3K4me3

**PODXL**

chr7:131,505,671-131,883,996

H3K4me3

H3K4me1

H3K27ac

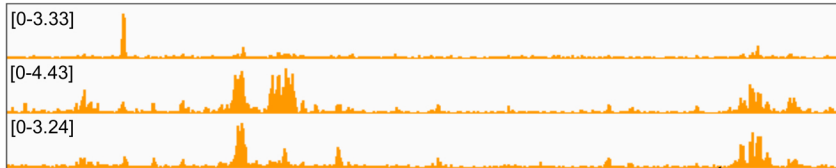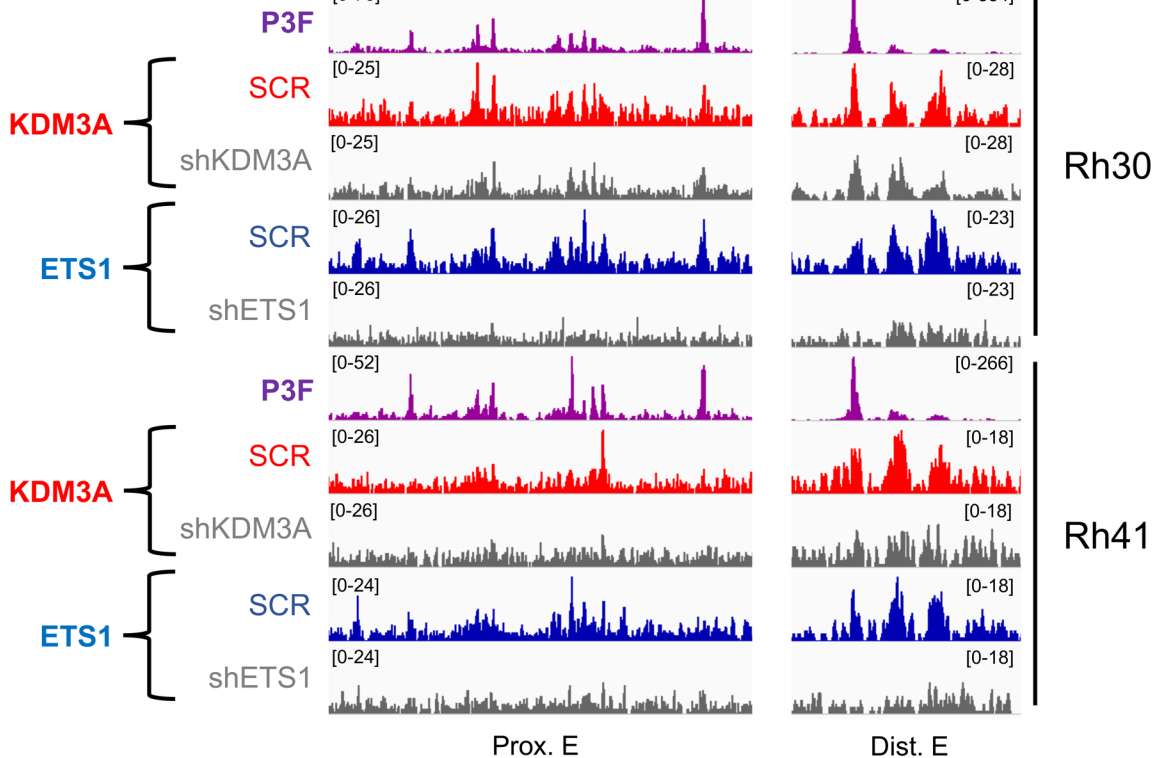

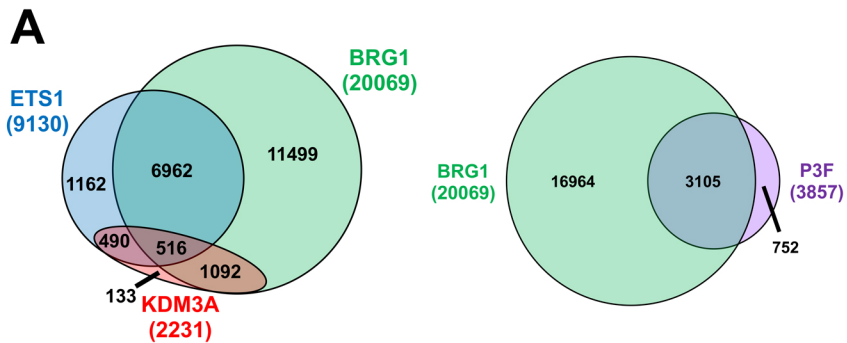

**B**

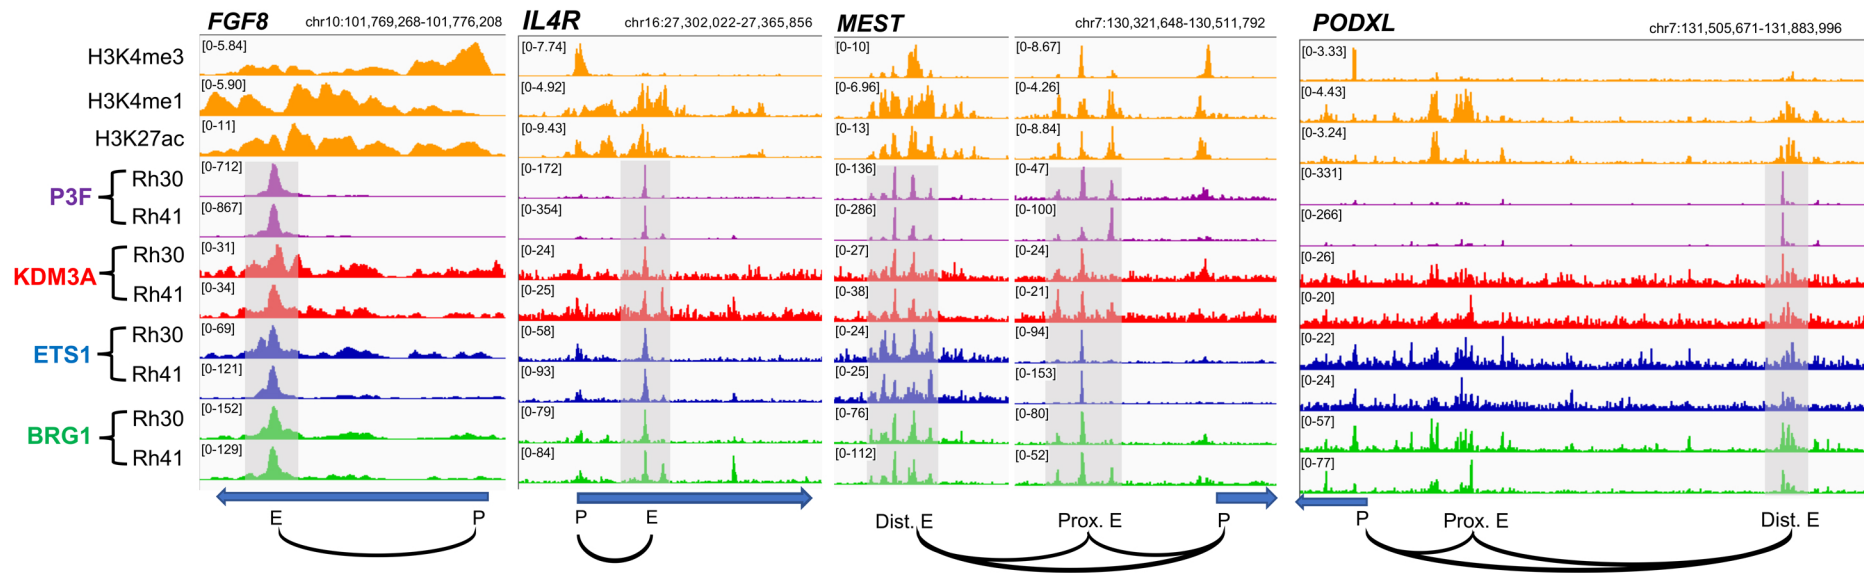

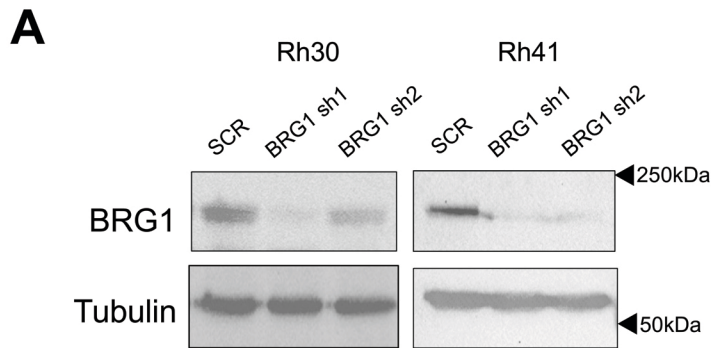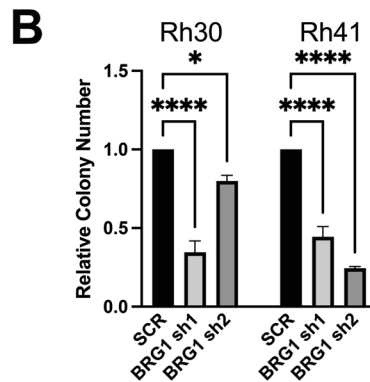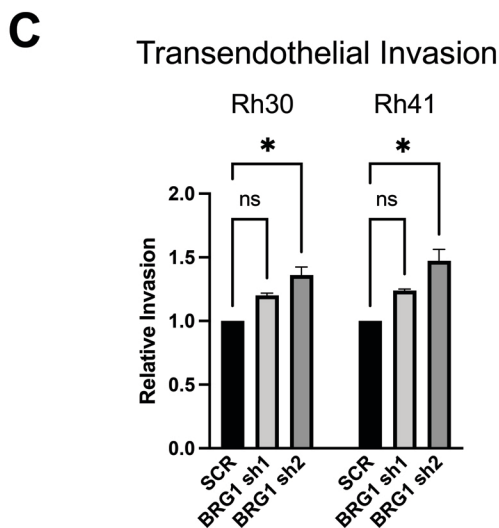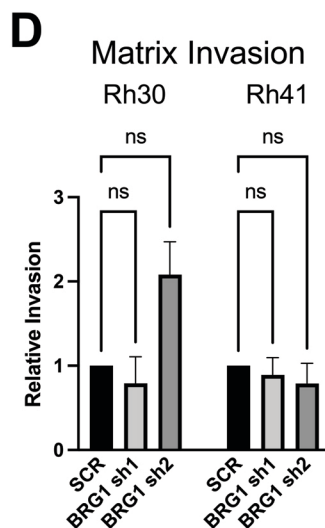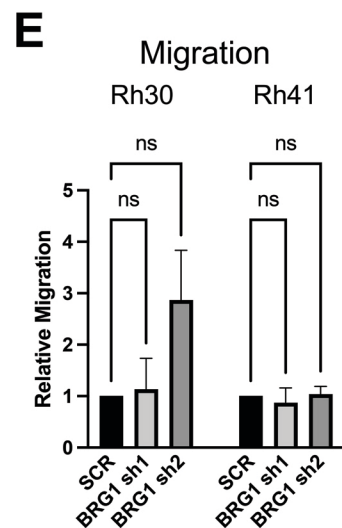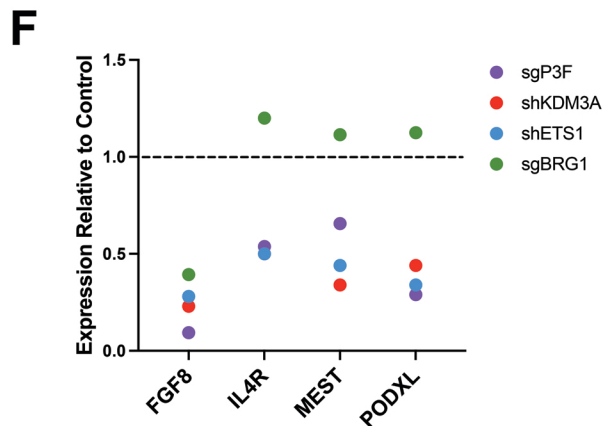

Rh4

Rh5

SCR  
shKDM3ASCR  
shKDM3A

KDM3A

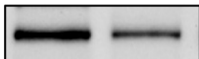

KDM3A/Tubulin

1

0.42

ETS1

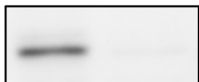

ETS1/Tubulin

1

0.03

P3F

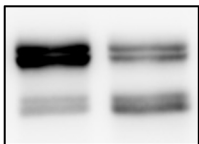

P3F/Tubulin

1

0.23

FOXO1

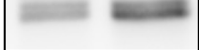

FOXO1/Tubulin

1

1.38

Tubulin

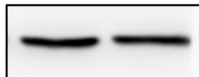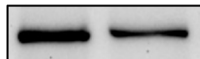

◀ 150kDa

1

0.54

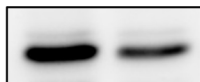

◀ 50kDa

1

0.51

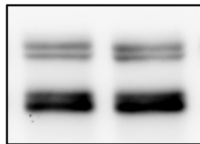

◀ 100kDa

◀ 75kDa

1

1.07

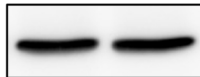

1

1.18

◀ 50kDa

Supplementary Figure S7

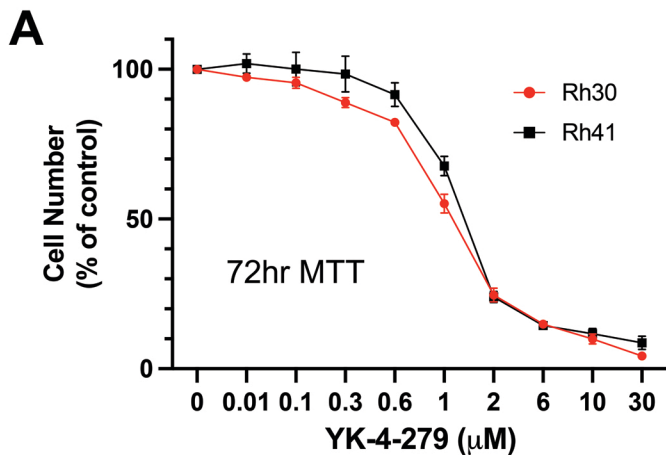

|                                    | Rh30  | Rh41  |
|------------------------------------|-------|-------|
| IC <sub>50</sub> ( $\mu\text{M}$ ) | 1.293 | 1.673 |

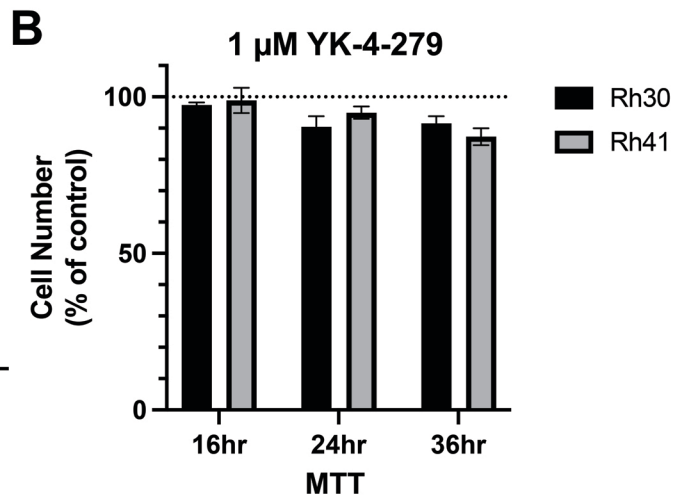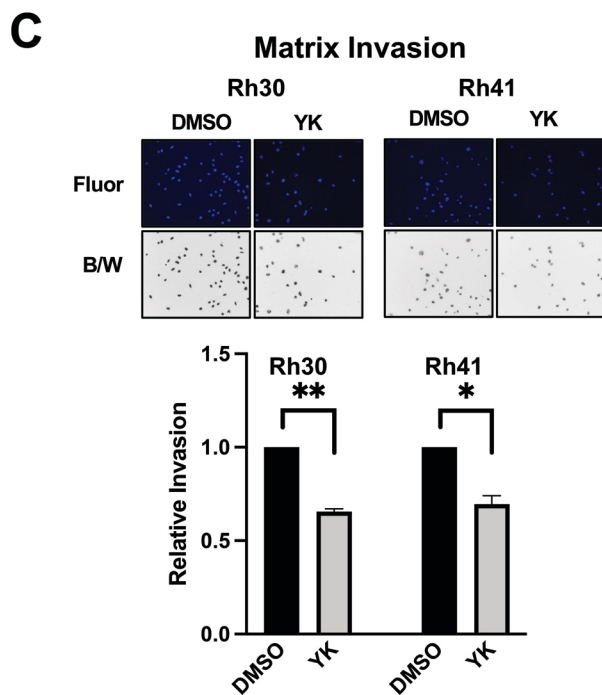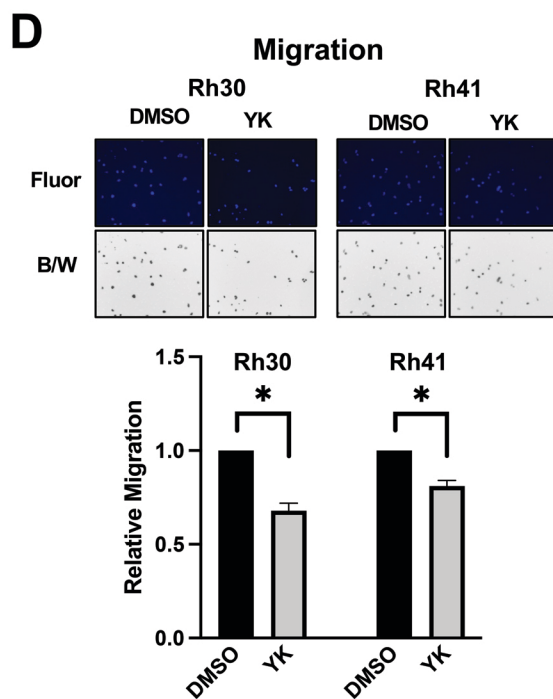

## P3F/Rh30

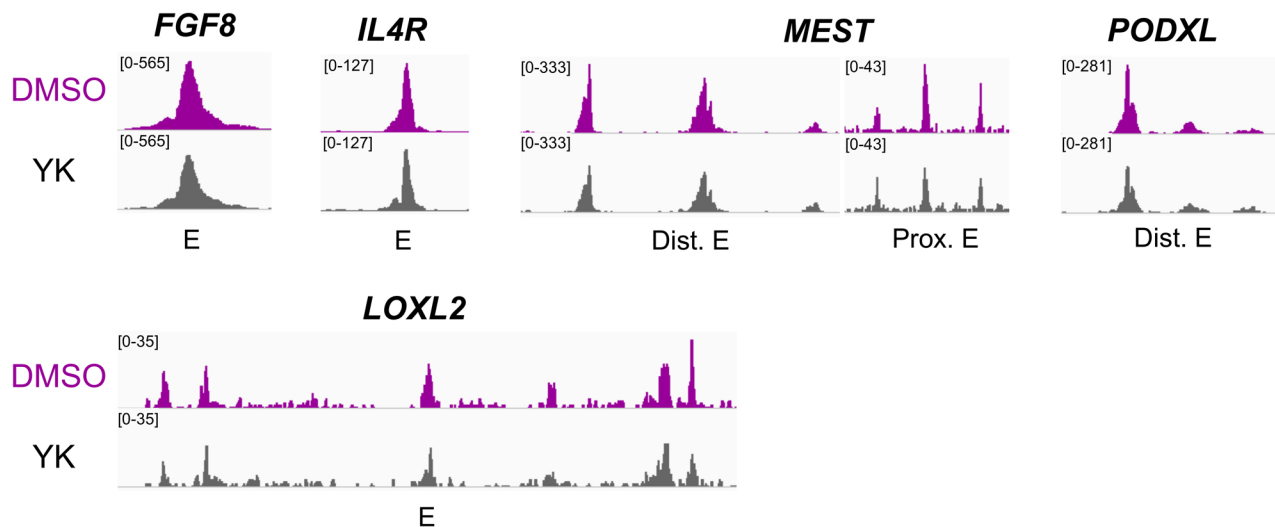

## P3F/Rh41

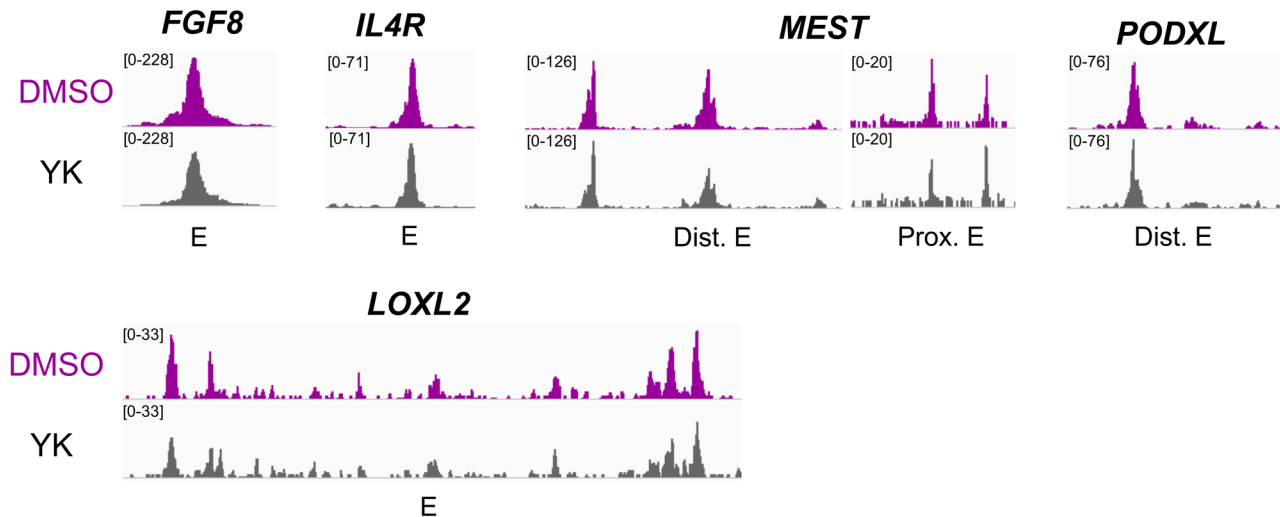

# *LOXL2*

chr8:23,306,570-23,417,529

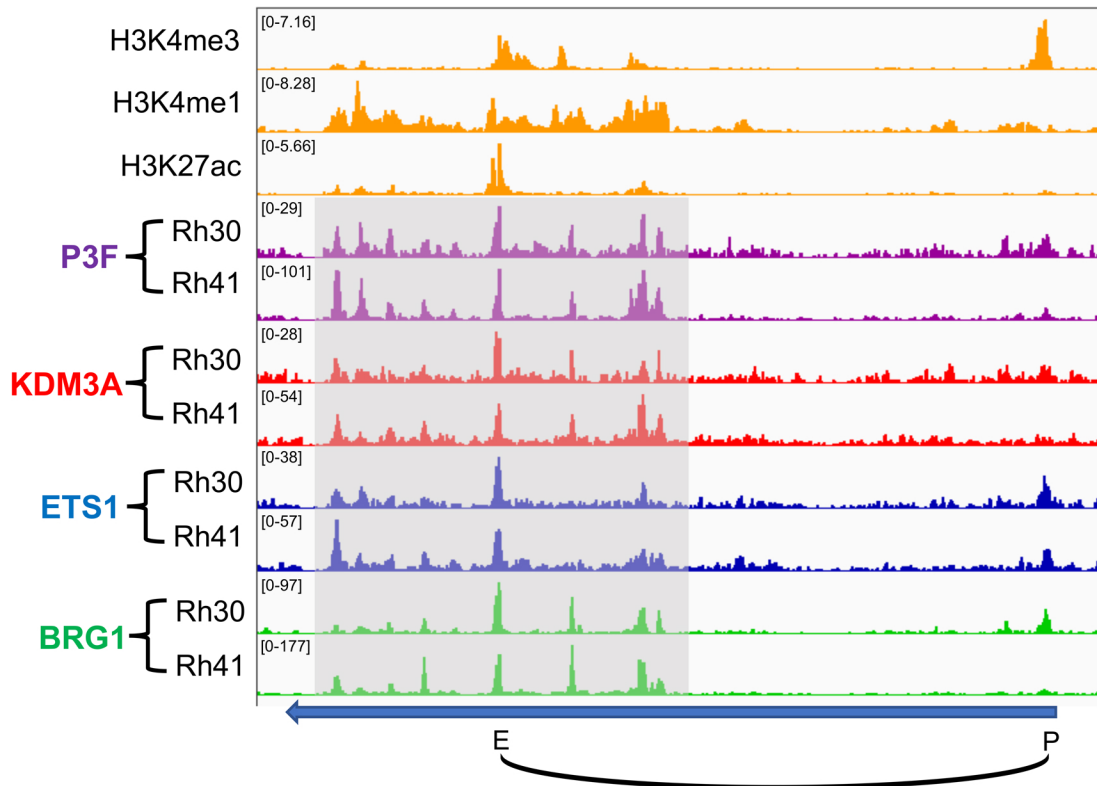

Supplementary Figure S10

# ETS1/Rh41

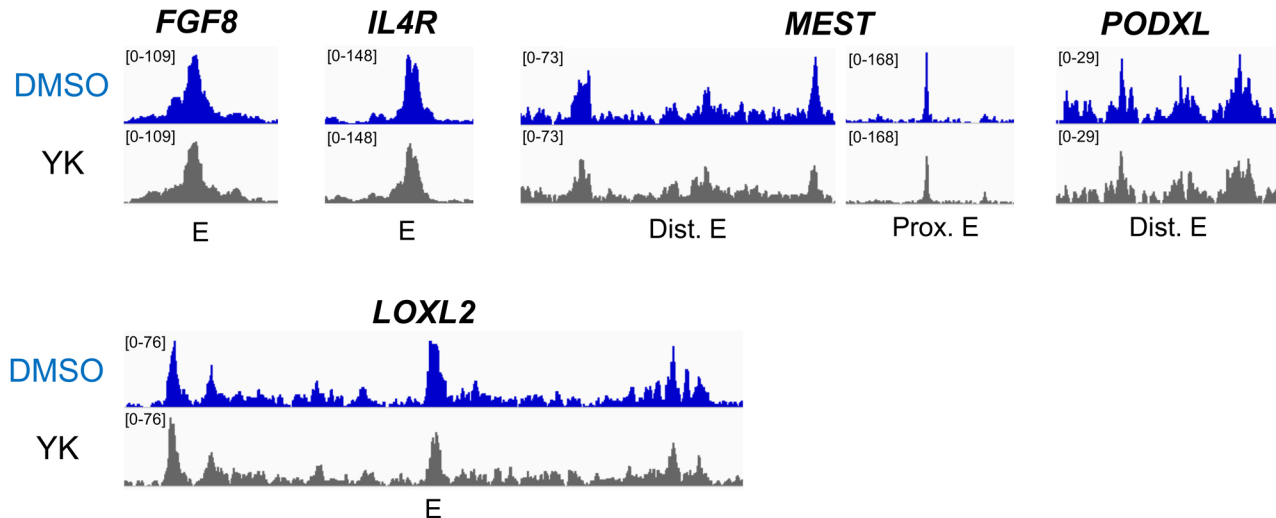

## Supplementary Figure Legends

Supplementary Figure S1: Integrative cistromic and transcriptomic analysis of KDM3A and ETS1 in FP-RMS reveals direct regulatory control of cancer-promoting pathways. Rh30 and Rh41 FP-RMS cell line, KDM3A and ETS1, CUT&RUN cistrome data integrated with our prior transcriptome data from the same cell lines [1], using Cistrome-GO [2]. NES: Normalized Enrichment Score; FDR q: False Discovery Rate (q-value).

Supplementary Figure S2: PAX3-FOXO1 cistromes generated using CUT&RUN and FOXO1 antibody are congruent with published PAX3-FOXO1 cistromes from FP-RMS cells. Comparison of PAX3-FOXO1 (P3F) cistrome data from: Rh4 cells, generated by ChIP-seq using P3F junction antibody [3]; Rh4 cells, generated by ChIP-seq using C-terminal FOXO1 antibody [4]; Rh30 and Rh41 cells, generated by CUT&RUN and the same C-terminal FOXO1 antibody (our data herein). Reference FP-RMS histone mark tracks (H3K4me3, H3K4me1, and H3K27ac) are from [5], via CistromeDB. Blue arrows depict transcript direction. Black curved lines denote chromatin regional associations (Rh30 Hi-C data from ENCODE3, generated by Dekker Laboratory). “P”: promoter; “E”: enhancer; “Prox.”: proximal; “Dist.”: distal.

Supplementary Figure S3: Genomic distribution of PAX3-FOXO1, KDM3A, and ETS1 at FP-RMS H3K27ac, H3K27ac/H3K4me1, H3K4me3, and H3K27ac/H3K4me3 regulatory elements. FP-RMS histone mark data from [5], via CistromeDB; histone mark overlap analysis performed using BedSect [6]. Plots generated using ngs.plot analysis of our CUT&RUN data.

Supplementary Figure S4: PAX3-FOXO1, KDM3A (from control (SCR) and knockdown (shKDM3A) cells; note partial knockdown in both cell lines (Figure 3A)), and ETS1 (from control (SCR) and knockdown (shETS1) cells) cistrome tracks, along with reference FP-RMS histone mark tracks (H3K4me3, H3K4me1, and H3K27ac; from [5], via CistromeDB) at the PODXL proximal and distal enhancer loci (as shown in Fig. 2A), in Rh30 and Rh41 FP-RMS cells, as determined by CUT&RUN cistrome profiling (with internal normalization for KDM3A and ETS1). “E”: enhancer; “Prox.”: proximal; “Dist.”: distal.

Supplementary Figure S5: BRG1 shows broad genomic distribution in FP-RMS, including majority of KDM3A, ETS1, and PAX3-FOXO1 bound loci. Peak overlap analysis (A) and representative cistrome track visualization (B), as in Figure 1.

Supplementary Figure S6: BRG1 does not promote invasive properties in FP-RMS. (A) BRG1 shRNA-mediated knockdown in Rh30 and Rh41 cells, as determined by immunoblotting, with tubulin as loading control; SCR: Scrambled shRNA negative control. (B) Colony formation assay data, performed and analyzed as in Figure 2. Mean and s.e.m. of three independent experiments, each performed in triplicate, with control set to 1. \* $p < 0.05$ ; \*\*\*\* $p < 0.0001$  (from one-way ANOVA with multiple comparisons). (C-E) Transendothelial invasion (C), matrix invasion (D), and migration (E) assay data, each representing mean and s.e.m. from three independent experiments, each performed in triplicate, with control (SCR) set to 1. “ns”: not significant ( $p > 0.05$ ); \* $p < 0.05$  (from one-way ANOVA with multiple comparisons). (F) Mean fractional expression of the indicated genes (FGF8, IL4R, MEST, and PODXL) following factor knockdown (KDM3A and ETS1 [1]), or knockout (PAX3-FOXO1 (P3F) and BRG1 [7]), relative to control (RNAseq data).

Supplementary Figure S7: Effects of KDM3A knockdown on KDM3A, ETS1, PAX3-FOXO1, and FOXO1 total protein levels, as determined by immunoblotting and quantified by densitometry (Factor/Tubulin), in FP-RMS Rh4 and Rh5 cells.

Supplementary Figure S8: YK-4-279 inhibits FP-RMS growth and invasive properties. (A) Effect of YK-4-279 treatment on FP-RMS growth in MTT assay. Rh30 and Rh41 cells were treated with the indicated doses of YK-4-279 one day following plating, cultured for an additional 72 hours, and then subjected to MTT assay. Data shown represent mean and s.e.m. of MTT signal, as percent of vehicle control (DMSO), from three independent experiments, each performed in five replicates.  $IC_{50}$  values are shown below. (B) Treatment with 1  $\mu$ M YK-4-279 exerts minimal effects on Rh30 and Rh41 cell number at 16, 24, and 36 hours, as determined by MTT assay, relative to vehicle (DMSO) control. Data shown represent mean and standard deviation from five replicates each. These data are in reference to migration and invasion assays in Figure 5B, and panels C and D below (migration assay = 20 hours total drug treatment; transendothelial invasion assay = 24 hours total drug treatment; matrix invasion assay = 32 hours total drug treatment). (C) Matrigel invasion assay. Rh30 and Rh41 cells were pre-treated with 1  $\mu$ M YK-4-279 or vehicle control (DMSO) for 8 hours, then challenged to invade across Matrigel matrix in a transwell in the presence of 1  $\mu$ M YK-4-279, or DMSO, for 24 hours. Top: Representative images of invaded cells, shown both as fluorescence images (DAPI-labeled nuclei; "Fluor"), and as pseudo-colored images (black on a white background; "B/W"), for greater ease of visualization. Bottom: Quantification of invasion data, plotted as mean and s.e.m. from two independent experiments, each performed in triplicate, with control (DMSO) set to 1. \* $p < 0.05$ ; \*\* $p < 0.01$  (from two-tailed Welch's t-test). (D) Transwell migration assay. Rh30 and Rh41 cells were pre-treated with 1  $\mu$ M YK-4-279 or vehicle control (DMSO) for 8 hours, then challenged to

invade across a transwell membrane in the presence of 1  $\mu$ M YK-4-279, or DMSO, for 12 hours. Top: Representative images, presented as in “C”. Bottom: Quantification of migration data, plotted as mean and s.e.m. from two independent experiments, each performed in triplicate, with control set to 1. \* $p < 0.05$  (from two-tailed Welch’s t-test).

Supplementary Figure S9: (A) CUT&RUN data for PAX3-FOXO1 from DMSO control and YK-4-279 treated Rh30 and Rh41 FP-RMS cells (same data as in Figure 4E), visualized at enhancer regulatory elements of the FGF8, IL4R, MEST, PODXL, and LOXL2 genes, using IGV. (LOXL2 is an additional PAX3-FOXO1, KDM3A and ETS1 co-bound (Fig. S9) and co-regulated [1], known metastasis-promoting [8], gene in FP-RMS.) “E”: enhancer; “Prox.”: proximal; “Dist.”: distal.

Supplementary Figure S10: PAX3-FOXO1, KDM3A, ETS1, and BRG1 CUT&RUN cistrome tracks at the LOXL2 gene locus in FP-RMS Rh30 and Rh41 cells, plotted and visualized as in Figure 1E. “P”: promoter; “E”: enhancer.

Supplementary Figure S11: CUT&RUN data for ETS1 from DMSO control and YK-4-279 treated Rh41 FP-RMS cells (same data as in Figure 4E), visualized at enhancer regulatory elements of the FGF8, IL4R, MEST, PODXL, and LOXL2 genes, using IGV. “E”: enhancer; “Prox.”: proximal; “Dist.”: distal.

### **Supplementary Table S1**

Primers used (sequence 5' -> 3')

|              | <b>Forward</b>        | <b>Reverse</b>         |
|--------------|-----------------------|------------------------|
| <b>FGF8</b>  | GACCCCTTCGCAAAGCTCAT  | CCGTTGCTCTTGGCGATCA    |
| <b>IL4R</b>  | CGTGGTCAGTGCGGATAACTA | TGGTGTGAACTGTCAGGTTTC  |
| <b>MEST</b>  | ATCGGGTGATTGCCCTTGATT | GAAAGAAGGTTGATCCTGCGG  |
| <b>PODXL</b> | TCCCAGAATGCAACCCAGAC  | GGTGAGTCACTGGATACACCAA |
| <b>RPL19</b> | GCCCATCTTTGATGAGCTTC  | GTGGCAAGAAGAAGGTCTGG   |

## **Materials and Methods**

### **Cell lines and drugs**

The patient-derived FP-RMS cell lines Rh30 and Rh41 have been described previously [9]. Rh4 and Rh5 FP-RMS cell lines were kindly provided by Dr. Mark Hatley at St. Jude Children's Research Hospital. The human embryonal kidney cell line 293FT was obtained from Invitrogen. Cells were grown in either RPMI (Rh30, Rh41, Rh4 and Rh5) or DMEM (293FT) with 10% fetal bovine serum, 1% Penicillin/Streptomycin, 10 mM HEPES, 1x MEM non-essential amino acids, and 1 mM Sodium Pyruvate, in a humidified atmosphere of 5% CO<sub>2</sub> at 37°C. The Human Umbilical Vein Endothelial Cell (HUVEC) line was obtained from Lonza Bioscience (Walkersville, MD, USA) and cultured as previously described [9]. Cell lines were authenticated by short tandem repeat profiling and verified to be mycoplasma-free. YK-4-279 was obtained from Selleck Chemicals (#S7679; Houston, TX, USA) as a racemic mixture, and was dissolved in DMSO for experiments.

### **DNA constructs for protein expression studies**

pcDNA3-PAX3-FOXO1/FKHR (plasmid #115526) was obtained from Addgene (Watertown, MA, USA). The expression plasmid pCMV-FLAG-hETS1 was constructed by subcloning FLAG epitope-tagged human ETS1 from the plasmid ETS1\_pet28a (Addgene #131663) into the mammalian expression plasmid pcDNA3.1. The expression plasmid pCMV-FLAG-PAX3-FOXO1 was constructed by subcloning PAX3-FOXO1 from pBABE-PAX3-FOXO1 (kind gift of Mark Hatley [10]) into the mammalian expression plasmid pT-FLAG (Addgene #31385). The

expression plasmid pCMV-hETS1 was constructed by subcloning hETS1 from pCMV-FLAG-hETS1 into the expression plasmid pcDNA3.1. All subcloning used standard molecular techniques and was confirmed by Sanger sequencing.

### **Protein Immunoblotting**

Protein immunoblotting was performed as previously described [9]. Primary antibodies used were: ETS1 (Cell Signaling Technologies (CST; Danvers, MA, USA); #14069; 1:1000), FOXO1 (CST; #2880; 1:1000), KDM3A (ProMab Biotechnologies, Richmond, CA, USA; #30134; 1:1000), BRG1 (CST; #49360; 1:1000), PODXL (Santa Cruz Biotechnology, Dallas, TX, USA; #23904; 1:1000), FLAG (Sigma-Aldrich, St. Louis, MO, USA; #F1804; 1:1000) and alpha-Tubulin (Sigma-Aldrich; #T5168; 1:20000).

### **Quantification of RNA expression**

RNA expression quantification was performed as previously described [9]. Cells were harvested at 70-80% confluence in TRIzol (Invitrogen; Waltham, MA, USA), and RNA was extracted per manufacturer instructions. RNA levels of specific transcripts were assessed by qRT-PCR (using qScript Super Mix and Perfecta SYBR Green Fast Mix; Quantabio, Beverly, MA, USA) with RPL19 RNA as internal control (primers are listed in Supplementary Table S1).

### **Stable depletion of gene expression**

Stable shRNA-mediated depletion of gene expression in FP-RMS cells, via lentiviral delivery, was performed as previously described [9]. Scrambled nontargeting control shRNA (Addgene plasmid #1864), and KDM3A and ETS1 targeting shRNAs have been previously validated in the cell lines used here [9]. shRNAs 1 and 2 for PODXL correspond to TRCN 0000296029 and TRCN 0000310117, while shRNAs 1 and 2 for BRG1 correspond to TRCN0000015548 and TRCN0000015549 (all Sigma Mission shRNAs, distributed via the University of Colorado Cancer Center Functional Genomics Shared Resource). Following transduction, cells were selected with 0.5  $\mu\text{g/mL}$  (Rh41), 1  $\mu\text{g/mL}$  (Rh5 and Rh30), or 1.5  $\mu\text{g/mL}$  (Rh4) of puromycin for 3-5 days. Depletion of gene expression was verified using protein immunoblotting.

### **Growth assays**

MTT and clonogenic assays were performed as previously described [9, 11]. Briefly, for MTT assays, 5,000 cells per well were plated in 96-well plates in replicates and growth was determined by optical density following MTT reagent treatment and solubilization. For colony formation assays, 500 cells per well were plated in triplicate in 6-well plates with colonies visualized using crystal violet staining. For drug treatment studies,  $\text{IC}_{50}$  values were determined via a non-linear regression plot performed using the GraphPad Prism statistical software package.

### **Cell migration and invasion assays**

Cell migration and invasion assays were performed as previously described [1, 9, 12], with the following modifications.

For migration assays, cells were washed with serum-free media, and 20000 cells (Rh30) or 30000 cells (Rh41) were plated in 200  $\mu$ L of serum-free media in the top chamber of Boyden Chamber well inserts (8  $\mu$ M pore, #353097; BD Biosciences, Franklin Lakes, NJ, USA) in replicates. Inserts were then placed in a companion 24-well plate with 600  $\mu$ L of media containing 10% fetal bovine serum as chemoattractant in the bottom chamber. Invasion assays followed the same protocol, but used: 75000 cells (Rh30) or 100000 cells (Rh41); Boyden Chamber inserts with Matrigel (8  $\mu$ M pore, #354480; Corning Life Sciences, Tewksbury, MA, USA); media containing 5% fetal bovine serum as chemoattractant in the bottom chamber. After 12 hours (for migration) or 24 hours (for invasion), migrated/invaded cells were fixed for 20 min in 70% ethanol. Unmigrated/uninvaded cells and Matrigel were removed by cleaning the top of the membrane with a cotton swab. Migrated/invaded cells were permeabilized for 5 min in 0.3% Triton-X in PBS. Cells were stained with 3  $\mu$ g/mL DAPI in PBS for 20 min. Five random fields at 10X power were taken of each well using the Nikon Eclipse Ti microscope. Quantification was carried out using the Nikon NLS software object count and ImageJ.

For transendothelial invasion assays, 10000 Human Umbilical Vein Endothelial Cells (HUVEC) were plated in the top of the Boyden Chamber well insert (8  $\mu$ M pore, BD Biosciences, #353097), and inserts were placed in a 24-well companion plate with 600  $\mu$ L of EBM media (Lonza, #185299). Following HUVEC attachment and formation of a confluent monolayer (~12 hours), the HUVEC monolayer was washed twice with PBS. Then, the indicated RMS cells were harvested, counted, and stained with Calcein AM dye (ThermoFisher Scientific, Waltham, MA, USA; C1430). The RMS cells were further washed with serum-free media, and 100000 cells (Rh30) or 150000 cells (Rh41) were plated in 200  $\mu$ L of serum-free media on top of the HUVEC monolayer. The inserts were then placed in a companion 24-well plate with 600  $\mu$ L of media

containing 5% fetal bovine serum as chemoattractant in the bottom chamber. After 16 hours, uninvaded cells and HUVECs were removed by cleaning the top of the membrane with a cotton swab. Invaded cells were visualized using the Nikon Eclipse Ti microscope, and five random fields at 10X power were imaged. Quantification was carried out using the Nikon NLS software object count and ImageJ.

### ***In vivo* xenograft studies**

Tail vein injection xenograft model studies were performed as previously described [1, 9]. Briefly,  $1 \times 10^6$  Scramble control or shPODXL Rh30 cells, each additionally expressing a luciferase reporter, were injected into the tail vein of NOD-SCID/Gamma mice. Sample size was determined by our past experience [1, 9, 12-15]. Mice were ~ 3 months in age, male and female; control and experimental groups were matched as equally as possible for sex and age. No further randomization or blinding was performed. Metastasis development was monitored weekly using *in vivo* imaging system (IVIS) visualization following administration of luciferin. All animal experiments were in compliance with ethical regulations as approved by our Institutional Animal Care and Use Committee.

### **Transcriptome profiling and analysis**

Transcriptome profiling was performed on triplicate samples of Rh30 cells treated for 24 hours with 1  $\mu$ M YK-4-279 or vehicle (DMSO) control. RNA was isolated using TRIzol (Invitrogen) and further purified using the Qiagen MinElute column kit (Qiagen, Germantown, MD, USA), both

following manufacturer instructions. Samples were submitted to Novogene Corporation Inc. (Sacramento, CA, USA) for analysis of RNA quality, library preparation, and paired-end (PE150) mRNA next-generation sequencing on an Illumina platform. The quality of the fastq files was accessed using FastQC (v.0.11.8) [16], FastQ Screen (v.0.13.0) [17] and MultiQC (v.1.8) [18]. Illumina adapters and low-quality reads were filtered out using BBDuk (v. 38.87) (<http://jgi.doe.gov/data-and-tools/bb-tools>). Trimmed fastq files were aligned to the hg38 human reference genome and aligned counts per gene were quantified using STAR (v.2.7.9a) [19]. Differential gene expression analysis was performed using the DESeq2 package [20]. Enrichment analysis was performed using GSEA [21].

## **CUT&RUN**

Cleavage Under Targets & Release Using Nuclease (CUT&RUN) cistrome profiling was performed using an adaptation of the EpiCypher CUTANA CUT&RUN protocol (<https://www.epicypher.com/resources/protocols/cutana-cut-and-run-protocol/>), with additional optimization for FP-RMS cells. At least 500000 cells/sample were harvested using brief (under 5 minutes) 0.25% trypsin treatment. Cells were counted, viability assessed, and washed twice in Wash Buffer (20 mM Hepes pH 7.5, 150 mM NaCl, 0.5 mM Spermidine supplemented with Roche cOmplete EDTA-free protease inhibitor; #11836170001). Cells were immobilized onto activated CUTANA Concanavalin-A paramagnetic beads (EpiCypher, Durham, NC, USA; #21-1401) for 10 min and then incubated with antibodies overnight in the Antibody Buffer (Wash Buffer + 2mM EDTA + 0.015% Digitonin to permeabilize cells) at 4°C at a 1:50 antibody to reaction volume ratio. Antibodies used were: FOXO1 (CST; #2880S), KDM3A (Bethyl Laboratories, Montgomery, TX, USA; #A301-538A), ETS1 (Active Motif, Carlsbad, CA, USA;

#39580), BRG1 (CST; #49360S), and IgG (EpiCypher; #13-0042). After antibody incubation, unbound antibodies were washed away with cold Digitonin Buffer (Wash Buffer + 0.015% Digitonin). pAG-MNase (EpiCypher; #15-1016) was added to each sample for 10 min at RT before washing away unbound pAG-MNase with cold Digitonin Buffer. The reaction was cooled to near 0°C. Then, 1 µL of ice-cold 100 mM CaCl<sub>2</sub> was added, and the reaction was incubated for 2 hours at 4°C. The MNase digestion was terminated with the addition of a master mix of STOP Buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 µg/mL RNaseA, 50 µg/mL Glycogen) and 0.5 ng/µL of *E. coli* DNA (Epicyphe). This mixture was incubated for 10 min at 37°C. DNA fragments were purified using the NEB Monarch DNA cleanup kit (New England Biolabs, Ipswich, MA, USA). DNA yield was assessed by a Promega Quantus fluorometer (Promega, Madison, WI, USA). CUT&RUN libraries were assembled using the NEBNext Ultra II DNA Library Prep Kit for Illumina and dual-index primers following manufacturer protocols, with modifications made for CUT&RUN libraries and to enrich for smaller fragments. Briefly, in the 'NEBNext End Prep' step, the samples were run at 50°C for 60 min, instead of 65°C for 30 min. In the 'Cleanup of Adaptor-ligated DNA' step, 1.75X of AMPure XP beads (Beckman Coulter Life Sciences, Indianapolis, IN, USA) was added, instead of 1.1X of AMPure XP beads. Library size distribution was assessed by Agilent 2100 Bioanalyzer instrument with High Sensitivity DNA Chips (Agilent Technologies, Santa Clara, CA, USA). CUT&RUN libraries were pooled and submitted to the University of Colorado Genomics Shared Resource for paired-end (PE150) next-generation sequencing on the Illumina NovaSEQ 6000 instrument.

### **CUT&RUN data analysis**

CUT&RUN data analysis used similar pipelines to those described previously [22, 23]. The quality of the fastq files was assessed using FastQC [16] and MultiQC [18]. Illumina adapters

and low-quality reads were filtered out using BBDuk (<https://jgi.doe.gov/data-and-tools/software-tools/bbtools/bb-tools-user-guide/>). Bowtie2 (v.2.3.4.3) [24] was used to align the sequencing reads to the hg38 reference human genome. Samtools (v.1.11) [25] was used to select the mapped reads (samtools view -b -q 30) and sort the bam files. PCR duplicates were removed using Picard MarkDuplicates tool (<http://broadinstitute.github.io/picard/>). For quantitative comparison of control (Scramble shRNA or vehicle) and experimental (targeting shRNA or drug) samples, a normalization ratio for each sample was calculated by dividing the number of uniquely mapped human reads of the sample with the lowest number of reads by the number of uniquely mapped human reads of each sample. These normalization ratios were used to randomly sub-sample reads to obtain the same number of reads for each sample using samtools view -s. Bedtools genomecov was used to create bedgraph files from the bam files [26]. Bigwig files were created using deepTools bamCoverage [27] and visualized using the Integrative Genomics Viewer (IGV) [28]. Peaks were called using MACS2 (v2.1.2) [29], at  $q < 0.1$  relative to negative antibody control. Peaks common to both cell lines (Rh30 and Rh41), and factors (KDM3A, ETS1, and/or PAX3-FOXO1) were determined using BedSect (<https://imsgb.org/bedsect>) [6]. Peak genomic distribution was analyzed using ngs.plot [30]. Cistrome-GO (<http://go.cistrome.org>) [2] was used to integrate CUT&RUN data with RNAseq data.

## **Immunoprecipitation**

For endogenous protein immunoprecipitation in FP-RMS cells, cells were harvested via 0.25% trypsin treatment, washed with cold phosphate-buffered saline (PBS), and quickly spun down. Cells were resuspended and lysed in cold Co-IP Lysis Buffer (20 mM Tris pH8, 137 mM NaCl, 2 mM EDTA, 1% NP-40) with protease inhibitors (Roche; #11836170001) on ice for 1 hour,

vortexing every 10 minutes. Insoluble material from the whole cell lysates was removed by centrifugation. Lysate protein was quantified via Bradford assay and normalized to the lowest sample amount. 2.5 µg of Rabbit anti-ETS1 antibody (CST; #14069) or the corresponding isotype, species, and amount-matched, Rabbit anti-IgG antibody (CST; #3900) were added to the lysate and incubated at 4°C overnight. As indicated, 100 µg/mL of Ethidium Bromide (Promega; #H5041) or 1 µL/mL of 27.7 U/µL Benzonase (EMD Millipore, Billerica, MA, USA; #70746-3) was also included in the immunoprecipitation reactions to disrupt protein-nucleic acid interactions. Then, the lysates were loaded onto equilibrated Pierce Protein A/G Magnetic Beads (ThermoFisher Scientific; #88802) and incubated for 4 hours at 4°C. The beads were then pelleted via magnet and the supernatant removed. The pellets were washed three times with cold Co-IP Lysis Buffer, resuspending well each time. Lastly, the proteins were eluted off the beads by adding reducing SDS-PAGE buffer (containing 10% beta-mercaptoethanol) and boiling for 8 minutes. Immunoblotting was performed as described above. For immunoprecipitation studies with YK-4-279 treatment, cells were additionally treated with either 1 µM YK-4-279 or vehicle (DMSO) for 16 hours prior to cell lysis, and 1 µM of YK-4-279 or DMSO was included in the immunoprecipitation reactions. Immunoblot detection was performed using ETS1 (CST; #14069; 1:1000) and FOXO1 (CST; #2880; 1:1000) antibodies.

For immunoprecipitation following ectopic expression in 293FT cells, 1.5 µg each of plasmids pCMV-FLAG-hETS1 and pcDNA3-PAX3-FOXO1/FKHR, or pCMV-FLAG-PAX3-FOXO1 and pCMV-hETS1 for the reciprocal experiments, were co-transfected into 293FT cells using TurboFect (ThermoFisher Scientific) following manufacturer protocol. After 48 hours, the transfected 293FT cells were collected for whole cell lysate preparation and immunoprecipitation, each performed as described above. 2.5 µg of Mouse anti-FLAG antibody (Sigma-Aldrich; #F1804) were added for the immunoprecipitation. The corresponding species,

isotype, and amount matched IgG antibody (Mouse anti-IgG antibody [CST; #5415]) was also used in separate immunoprecipitation reactions as a negative control. Immunoblot detection was performed using ETS1 (CST; #14069; 1:1000) and FOXO1 (CST; #2880; 1:1000) antibodies.

## **Statistical Analysis**

GraphPad Prism software was used for all statistical analyses of experimental data. Statistical tests performed, and their interpretation (degrees of statistical significance), are detailed in the respective figure legends.

## Supplementary References

- 1      Sobral LM, Hicks HM, Parrish JK, McCann TS, Hsieh J, Goodspeed A *et al.*  
KDM3A/Ets1 epigenetic axis contributes to PAX3/FOXO1-driven and independent  
disease-promoting gene expression in fusion-positive Rhabdomyosarcoma. *Mol Oncol*  
2020; 14: 2471-2486.
- 2      Li S, Wan C, Zheng R, Fan J, Dong X, Meyer CA *et al.* Cistrome-GO: a web server for  
functional enrichment analysis of transcription factor ChIP-seq peaks. *Nucleic Acids Res*  
2019; 47: W206-w211.
- 3      Cao L, Yu Y, Bilke S, Walker RL, Mayeenuddin LH, Azorsa DO *et al.* Genome-wide  
identification of PAX3-FKHR binding sites in rhabdomyosarcoma reveals candidate  
target genes important for development and cancer. *Cancer Res* 2010; 70: 6497-6508.
- 4      Sunkel BD, Wang M, LaHaye S, Kelly BJ, Fitch JR, Barr FG *et al.* Evidence of pioneer  
factor activity of an oncogenic fusion transcription factor. *iScience* 2021; 24: 102867.
- 5      Gryder BE, Yohe ME, Chou HC, Zhang X, Marques J, Wachtel M *et al.* PAX3-FOXO1  
Establishes Myogenic Super Enhancers and Confers BET Bromodomain Vulnerability.  
*Cancer Discov* 2017; 7: 884-899.

- 6 Mishra GP, Ghosh A, Jha A, Raghav SK. BedSect: An Integrated Web Server Application to Perform Intersection, Visualization, and Functional Annotation of Genomic Regions From Multiple Datasets. *Front Genet* 2020; 11: 3.
- 7 Laubscher D, Gryder BE, Sunkel BD, Andresson T, Wachtel M, Das S *et al.* BAF complexes drive proliferation and block myogenic differentiation in fusion-positive rhabdomyosarcoma. *Nat Commun* 2021; 12: 6924.
- 8 Almacellas-Rabaiget O, Monaco P, Huertas-Martinez J, Garcia-Monclus S, Chicon-Bosch M, Maqueda-Marcos S *et al.* LOXL2 promotes oncogenic progression in alveolar rhabdomyosarcoma independently of its catalytic activity. *Cancer Lett* 2020; 474: 1-14.
- 9 Sobral LM, Sechler M, Parrish JK, McCann TS, Jones KL, Black JC *et al.* KDM3A/Ets1/MCAM axis promotes growth and metastatic properties in Rhabdomyosarcoma. *Genes Cancer* 2020; 11: 53-65.
- 10 Hanna JA, Garcia MR, Lardennois A, Leavey PJ, Maglic D, Fagnan A *et al.* PAX3-FOXO1 drives miR-486-5p and represses miR-221 contributing to pathogenesis of alveolar rhabdomyosarcoma. *Oncogene* 2018; 37: 1991-2007.
- 11 Moore C, Parrish JK, Jedlicka P. MiR-193b, downregulated in Ewing Sarcoma, targets the ErbB4 oncogene to inhibit anchorage-independent growth. *PLoS One* 2017; 12: e0178028.

- 12 Sechler M, Parrish JK, Birks DK, Jedlicka P. The histone demethylase KDM3A, and its downstream target MCAM, promote Ewing Sarcoma cell migration and metastasis. *Oncogene* 2017; 36: 4150-4160.
- 13 McCann TS, Parrish JK, Hsieh J, Sechler M, Sobral LM, Self C *et al.* KDM5A and PHF2 positively control expression of pro-metastatic genes repressed by EWS/Fli1, and promote growth and metastatic properties in Ewing sarcoma. *Oncotarget* 2020; 11: 3818-3831.
- 14 Parrish JK, McCann TS, Sechler M, Sobral LM, Ren W, Jones KL *et al.* The Jumonji-domain histone demethylase inhibitor JIB-04 deregulates oncogenic programs and increases DNA damage in Ewing Sarcoma, resulting in impaired cell proliferation and survival, and reduced tumor growth. *Oncotarget* 2018; 9: 33110-33123.
- 15 Parrish JK, Sechler M, Winn RA, Jedlicka P. The histone demethylase KDM3A is a microRNA-22-regulated tumor promoter in Ewing Sarcoma. *Oncogene* 2015; 34: 257-262.
- 16 Andrews S. FastQC: A Quality Control Tool for High Throughput Sequence Data. *Online* 2010.
- 17 Wingett SW, Andrews S. FastQ Screen: A tool for multi-genome mapping and quality control. *F1000Res* 2018; 7: 1338.

- 18 Ewels P, Magnusson M, Lundin S, Käller M. MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics* 2016; 32: 3047-3048.
- 19 Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 2013; 29: 15-21.
- 20 Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 2014; 15: 550.
- 21 Zhu A, Srivastava A, Ibrahim JG, Patro R, Love MI. Nonparametric expression analysis using inferential replicate counts. *Nucleic Acids Res* 2019; 47: e105.
- 22 Hsu JY, Danis EP, Nance S, O'Brien JH, Gustafson AL, Wessells VM *et al.* SIX1 reprograms myogenic transcription factors to maintain the rhabdomyosarcoma undifferentiated state. *Cell Rep* 2022; 38: 110323.
- 23 Hughes CJ, Fields KM, Danis EP, Hsu JY, Neelakantan D, Vincent MY *et al.* SIX1 and EWS/FLI1 co-regulate an anti-metastatic gene network in Ewing Sarcoma. *Nat Commun* 2023; 14: 4357.
- 24 Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nature Methods* 2012; 9: 357-359.

- 25 Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 2009; 25: 2078-2079.
- 26 Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 2010; 26: 841-842.
- 27 Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* 2016; 44: W160-165.
- 28 Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G *et al.* Integrative genomics viewer. *Nature Biotechnology* 2011; 29: 24-26.
- 29 Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE *et al.* Model-based Analysis of ChIP-Seq (MACS). *Genome Biology* 2008; 9: R137.
- 30 Shen L, Shao N, Liu X, Nestler E. ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. *BMC Genomics* 2014; 15: 284.

How the deposited data were processed for this re-analysis (not part of the article)

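Gene expression was measured by mRNA sequencing in Rh30 cells treated with 1 µM of the drug or DMSO for 24 hours, with 3 libraries in each group. The authors trimmed the reads with BBDuk, aligned them to hg38 and counted them per gene with STAR, and tested differences with DESeq2, followed by gene set enrichment analysis whose ranking metric and permutation type the paper's text does not name. The deposited values are a normalized signal per gene, namely reads divided by a factor of each library. The table had 35269 rows, and 1 row without a gene name was left out, which held at most 6 reads per library. No per-sample column was left unused.

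In each library every value was a whole multiple of the smallest value above 0, and 100% of the values gave whole reads. The libraries held between 16724650 and 24677433 reads. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(normalized count + 1) for the 13930 genes with a mean of at least 10 over the 6 libraries, two-sided, with Benjamini-Hochberg adjustment. The numbers of the replicates were not used as a block.

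Gene panels were hand-written by function, because the published gene sets were not in hand. There were 8 panels set at claims of the paper (replication, mitosis, sarcomere, muscle differentiation, p53 targets, paper pro-metastatic, invasion effectors and PAX3-FOXO1 activated) and 12 exploratory panels (alpha and beta tubulins, other tubulins, interferon response, cholesterol synthesis, integrated stress response, heat shock, SRF and YAP targets, hypoxia, NF-kB targets, ETS family, cytosolic ribosomal proteins and qPCR reference genes). Each was tested with limma's camera with a preset correlation of 0.01, and adjusted within its family. A list of genes that rise on BET bromodomain inhibition and a list of histone genes were written only after the data had been examined.

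The samples, the tests, the panels, the alternatives and the rule for naming genes were fixed before the data were examined. The genes named were those the paper or the titles of its references name, in each panel the member with the highest mean and the 3 with the largest change, and over all genes the 5 largest rises and the 5 largest falls, the changes being among genes with an adjusted p-value under 0.05, a mean of at least 100 and no overlap between the groups. The alternatives were other pseudocounts and filters, TMM and quantile scaling, eBayes without trend, a replicate block, leaving out each library in turn, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and for panels camera with an estimated correlation, fry, pre-ranked gene set enrichment analysis in gseapy 1.3.1 with 10000 gene permutations, and members held by no other panel. One alternative was added after the data were examined, in which each library's smooth trend on GC content and transcript length was removed. GC content and length were taken from GENCODE transcripts, and 98.4% of the genes tested had them.

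The code was tested on simulated reads with the means, dispersions and library sizes of these data. With 195 genes tested that were changed by 1 on the log2 scale, limma recovered 171 of them, with 13 false calls among 13917 genes, and with 195 changed by 0.5 it recovered 134, with 6 false calls among 13940 genes. A further set of genes given a smaller shift was not counted among the false calls. The simulated reads held no GC content trend of a single library, as seen in DMSO replicate 1, so that these counts do not cover it. Positions are on hg38 from GENCODE. Genes with near-identical copies, such as tubulins, actins, histones and ribosomal protein genes, have uncertain values where reads were shared.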

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

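The tests on GC content, on DMSO replicate 1, on histone genes and on members outside the contractile apparatus were chosen only after the results were seen.

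The 5 largest rises were taken among genes with an adjusted p-value under 0.05, a mean of at least 100 and no overlap between the groups. They were those of H2BC5, CDKN2B, EGR1, NR1D1 and SLFN5, which the paper does not discuss, with log2 fold changes of 1.51, 1.15, 1.10, 0.97 and 0.97 (limma adjusted p = 6.3e-04, 7.5e-04, 1.1e-04, 0.00137 and 7.5e-04). Genes left out by this rule, such as FOSB and FOS (1.08 and 1.07), also rose by more than NR1D1 and SLFN5. With each library's trend on GC content and length removed, the smallest of the 5 was 0.89, and without DMSO replicate 1 it was 0.93, which argues against either as the whole cause. With 3 libraries in each group other differences between the cultures stay open, as does an effect of the drug on these genes.

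Replication-dependent histone genes other than H2BC5 were higher as a set. The set still held H2BC6, H2BC8 and H2BC12, at 1.55, 1.19 and 0.85 on the log2 scale, so that it is not free of large risers. Of 18 tested, 17 were higher, with a median log2 fold change of 0.52 (limma's camera, adjusted p = 5.20e-07 over 6 lists, and fry, adjusted p = 0.00234), above all of 10000 random lists matched on expression. After removal of the GC content and length trend the median was 0.53. Only 4 of the 19 histone genes tested had a mean of at least 100, and these genes are near-identical copies with uncertain counts. Their mRNA mostly lacks a poly(A) tail, so that a candidate explanation is a rise in polyadenylated histone transcripts as a whole, and the median of 0.52 describes the rise without testing this.

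The SRF and YAP targets panel, an exploratory panel that the paper does not discuss, had 21 of 24 genes higher and 3 lower, with a median log2 fold change of 0.20 (camera, adjusted p = 8.33e-11, and fry, adjusted p = 0.0142). Among members with a mean of at least 100, EGR1, ANKRD1 and CCN2 had the largest changes, at 1.10, 0.68 and 0.63 on the log2 scale, and ACTG1, with the highest mean, changed by 0.06. With the correlation between genes estimated from the data the adjusted p was 0.244. Members outside the contractile apparatus had a median of 0.18 (limma's fry, adjusted p = 0.00265), which argues against muscle differentiation alone, and the median after removal of the GC content and length trend was 0.14, which argues against that trend as the whole cause. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a camera p as small for the SRF and YAP targets panel, the smallest number this design allows, so that this count alone decides nothing. The panel was tested among 12 exploratory panels, and an effect of the drug on the cytoskeleton stays open and untested.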

How the results depend on the processing

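One alternative, the removal of each library's smooth trend on GC content and transcript length, was chosen after seeing the data. The replication panel and the sarcomere panel kept their direction and their call under every alternative run, with medians from -0.27 to -0.25 and from 0.28 to 0.36 on the log2 scale across the 6 fits that each left out one library. The causes of the changes below were not tested, apart from fewer genes tested or fewer samples where the alternative itself brings these.

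The number of genes with an adjusted p-value under 0.05 was 475 (176 higher, 299 lower). Across the 6 fits that each left out one library it went from 19 to 1823 (from 15 to 644 higher, from 4 to 1179 lower). The highest came without DMSO replicate 1, where all 475 genes were among the 1823, and the fits without drug-treated replicate 1, 2 or 3 gave 19, 23 and 46. It was 277 (132 higher, 145 lower) with quantile normalization, which moved the share of higher calls from 37.1% to 47.7%, and 33 (30 higher, 3 lower) with eBayes without trend. With the GC content and length trend removed it was 1945 (487 higher, 1458 lower), a share of higher calls of 25.0%, and 469 of the 475 genes were among these. On the recovered reads, edgeR's quasi-likelihood test called 465 genes (435 of them shared with the 475) and DESeq2 called 635 (450 shared), with 2161 adjusted p-values not given.

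Genes with an adjusted p-value under 0.05 and a change of at least 1 on the log2 scale numbered 22. There were from 3 to 55 across the fits that left out one library, 10 with a pseudocount of 10, 39 without a filter on the mean, 3 with a mean of at least 100, 11 with quantile normalization, 8 with eBayes without trend, 7 with DESeq2 and 41 with the GC content and length trend removed.

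The numbers of the replicates did not pair the samples. The correlations of same-numbered deviations from the group means were -0.098, -0.027 and -0.027. With a replicate block, 180 genes had an adjusted p-value under 0.05 (79 higher, 101 lower), and 12 of them changed by at least 1.

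The mitosis panel (median -0.22), the p53 targets panel (0.063) and the SRF and YAP targets panel (0.20) lost their calls only with the correlation between genes estimated from the data, which leaves the medians as they are. Across the fits that left out one library they went from -0.26 to -0.17, from 0.052 to 0.090 and from 0.15 to 0.26. The muscle differentiation panel lost its call without a filter (median 0.073), with eBayes without trend (0.073), with edgeR (0.077), with the estimated correlation (0.073), under fry (0.073), with members held by no other panel (0.073) and without DMSO replicate 1 or drug-treated replicate 1, fell below 0 with the GC content and length trend removed (-0.017), and went from 0.0065 to 0.12 across the fits that left out one library.

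The PAX3-FOXO1 activated panel gained a call without a filter (-0.059), with the GC content and length trend removed (-0.095), under fry (-0.058), in pre-ranked gene set enrichment analysis (normalized enrichment score -1.69) and without drug-treated replicate 1 or 2, and went from -0.078 to -0.031 across the fits that left out one library. The paper pro-metastatic panel gained a call with the GC content and length trend removed (-0.094) and without DMSO replicate 1, and went from -0.083 to -0.060 across those fits. The invasion effectors panel gained a call in the higher direction with quantile normalization (0.073), fell to -0.023 with the GC content and length trend removed, and went from -0.0095 to 0.061 across those fits, below 0 only without DMSO replicate 1.

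FGF8, IL4R and PODXL gained calls with the GC content and length trend removed (-0.36, -0.27 and -0.15). Across the fits that left out one library FGF8 went from -0.28 to -0.18, IL4R from -0.28 to -0.14, PODXL from -0.13 to -0.097 and MEST from -0.066 to 0.036. Among these fits FGF8, IL4R and PODXL were called only without DMSO replicate 1, and MEST was above 0 only there. RPL19 was 0.049 with quantile normalization.

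Of the exploratory panels, the alpha and beta tubulins panel lost its call with eBayes without trend, with the estimated correlation (-0.18 each) and without DMSO replicate 2, and went from -0.22 to -0.13 across the fits that left out one library. The other tubulins panel lost its call with a mean of at least 100 (-0.15), quantile normalization (-0.11), eBayes without trend (-0.15), edgeR (-0.13), the estimated correlation (-0.15), fry (-0.15) and without DMSO replicate 1, DMSO replicate 3 or drug-treated replicate 2, and went from -0.21 to -0.11. The cytosolic ribosomal proteins panel lost its call with quantile normalization (-0.0088), the estimated correlation (-0.072), fry (-0.072) and without DMSO replicate 2 or drug-treated replicate 1, and went from -0.088 to -0.047. The integrated stress response panel lost its call with the GC content and length trend removed (0.0082), the estimated correlation (0.058) and without DMSO replicate 1 or drug-treated replicate 2, and went from 0.026 to 0.077.

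The interferon response panel fell below 0 with a mean of at least 100 (-0.079) and gained a call under fry (0.10). The heat shock panel gained a call with quantile normalization (0.062) and without DMSO replicate 1, fell to -0.0031 with the GC content and length trend removed, and went from -0.0020 to 0.062, below 0 only without drug-treated replicate 2. The hypoxia panel rose above 0 with TMM scaling (0.00031), quantile normalization (0.019), edgeR (0.0016), in pre-ranked gene set enrichment analysis (normalized enrichment score 0.972) and without drug-treated replicate 3, and went from -0.063 to 0.0070. The NF-kB targets panel went from -0.020 to 0.13, below 0 only without DMSO replicate 1. The cholesterol synthesis panel was -0.013 with the GC content and length trend removed and went from -0.0018 to 0.035, below 0 only without drug-treated replicate 2. The qPCR reference genes panel was 0.0037 with quantile normalization, gained a call without drug-treated replicate 2, and went from -0.079 to -0.034.

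Named genes with changes close to 0 changed sign. MYOD1 was 0.0071 with TMM scaling, 0.011 with quantile normalization, 0.0083 with edgeR and 0.0043 with DESeq2. With quantile normalization KDM3A was 0.018, RPL13 0.056, SMARCA4 0.012 and TUBGCP6 0.015. With the GC content and length trend removed AEN was -0.050, LOXL2 -0.036 and SREBF2 -0.067. Across the fits that left out one library MYOD1 went from -0.060 to 0.031, KDM3A from -0.090 to 0.088, RPL13 from -0.095 to 0.019, TUBGCP6 from -0.086 to 0.026, AEN from -0.094 to 0.088, LOXL2 from -0.028 to 0.072, SREBF2 from -0.0051 to 0.031, ETS1 from -0.031 to 0.031 and HSP90AA1 from -0.042 to 0.075. Many named genes kept their direction and lost their calls, 31 of them with eBayes without trend and 33, 30 and 23 without drug-treated replicate 1, 2 or 3. Without DMSO replicate 1, ENO1, FSCN1 and SHMT2 gained calls, at -0.14, -0.14 and -0.17.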

Differences from the paper's values

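None of the 4 relative expression values of Fig. 6C, measured there by qRT-PCR, differed from the RNAseq values by more than 1.5 times. The figure's values lay between about 0.80 and about 0.88, so that a gene without any change would also lie within 1.5 times of them. This limit therefore cannot tell a fall from no change. For MEST the paper states a lower expression upon drug treatment. In the RNAseq data the expression of MEST relative to DMSO was 0.978, against about 0.80 in Fig. 6C, read by eye, and its log2 fold change was -0.03 (limma adjusted p = 0.833). With DMSO replicate 1 left out, an alternative set before the data were examined, the log2 fold change was 0.04. For FGF8, IL4R and PODXL the direction was that of the paper, at 0.845, 0.874 and 0.928 relative to DMSO, against about 0.88, about 0.87 and about 0.81 in Fig. 6C, and only the fits without DMSO replicate 1 or with the GC content and length trend removed, the latter chosen after seeing the values, called them over all genes. The paper states that metastasis gene sets fell. The invasion effectors panel, which is another list, had a median log2 fold change of 0.03 and was not lower in the main test (camera, adjusted p = 0.207). It was slightly below 0 without DMSO replicate 1 and with the GC content and length trend removed, and under no alternative did it pass the threshold in the lower direction.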

Other observations

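The tests on DMSO replicate 1, on GC content and on BET bromodomain inhibition were chosen only after the results were seen, as were the counts of splits for single panels and the ratio of mean library sizes. The tests on tubulins, on mitosis, on the overlap of library sizes and on the splits for the number of genes were set before.

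DMSO replicate 1 stood apart from the other libraries. Its deviation from the mean of DMSO replicates 2 and 3 followed GC content across genes with a mean of at least 100 (Spearman's rho = -0.75, across genes, which are not independent replicates) and transcript length less closely (rho = 0.28). A GC content bias of that library is a candidate source of the distance. After the trend on GC content and length was removed, its mean correlation with the others was 0.991, still below the others' 0.993. Without the mitochondrial genes the mean correlation of DMSO replicate 1 was 0.989, as it was with them. Leaving out a small set of genes can hardly move a correlation across all genes. This value therefore cannot decide whether the larger mitochondrial share of its reads accounts for the distance. Why that library differs in GC content was not tested, and a difference in the culture stays open.

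With the GC content and length trend removed, the medians were -0.26 for the replication panel, -0.23 for the mitosis panel and 0.22 for the sarcomere panel, the latter down from 0.30, and the 3 panels kept their calls, which argues against that trend as their whole cause. The libraries of both groups overlapped in size, with a mean of recovered reads in the drug-treated libraries of 0.995 times that in the DMSO libraries, which argues against a difference in library size as the source of the calls.

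Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes with an adjusted p-value under 0.05, which is the real one, and the other splits gave 0, with from 166 to 678 genes at an unadjusted p-value under 0.05 against 2600 in the real one. For genes that also changed by at least 1 on the log2 scale it was 1 of 10. A camera p as small was given by 1 split of 10 for the replication panel, the mitosis panel, the sarcomere panel, the p53 targets panel and the PAX3-FOXO1 activated panel, by 5 for the muscle differentiation panel, and by 3 each for the paper pro-metastatic panel and the invasion effectors panel. With 3 against 3 this count cannot fall below 1 of 10, so that the count alone decides nothing, and the other splits still hold part of the difference between the treatments.

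If the drug held cells in mitosis, the mitosis panel would rise relative to the replication panel. The mitosis panel fell with it. The difference between them changed by 0.028 on the log2 scale, in the direction of a hold (exact permutation test, two-sided, p = 0.500). The smallest p that 3 against 3 allow is 0.1, so that this test cannot decide on a hold. The fall of both panels leaves a hold in part of the cells open.

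The alpha and beta tubulins panel had a median log2 fold change of -0.18, with 6 of 10 genes lower (camera, adjusted p = 0.0143), and the other tubulins panel -0.15, with 7 of 9 lower (camera, adjusted p = 0.0303). TUBA1B, TUBB and TUBB4B fell by 0.43, 0.40 and 0.35 on the log2 scale. The other tubulins panel holds genes of the gamma-tubulin complex (TUBGCP2 to TUBGCP6), which are not tubulins, beside gamma, delta and epsilon tubulins. TUBGCP6, its member with the highest mean, changed by -0.04. Free tubulin raised by microtubule disassembly would lower alpha and beta tubulins alone. The medians differed by -0.028 (permutation test over genes, p = 0.843), and the alpha and beta tubulins went both ways, so that this explanation cannot be told apart from a general fall of these genes in cells that divide less.

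HEXIM1 and H2BC12 were higher by 0.72 and 0.85 on the log2 scale, genes picked after their values were seen, and a response like that to BET bromodomain inhibition is a candidate explanation. Of the 6 genes tested from a list of such risers 5 were higher, with a median of 0.23, but 4 of these genes are histone genes, the 2 others had a median of -0.00080, and MYC, which would fall, changed by 0.05 (limma adjusted p = 0.742). The list was written after the data were examined, and with 2 genes besides histones, at 0.05 and -0.05, it leaves the explanation open. A rise of histone transcripts alone would not take in HEXIM1, which is not a histone gene.

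The 5 largest falls were taken among genes with an adjusted p-value under 0.05, a mean of at least 100 and no overlap between the groups. They were those of CHRNA5, FOXS1, TRAC, E2F7 and CTDSPL, with log2 fold changes of -0.75, -0.66, -0.64, -0.61 and -0.60. Among mRNAs of factors the paper studies, ETS1, KDM3A, PAX3 and SMARCA4 had log2 fold changes of 0.0054, -0.03, 0.07 and -0.04, and FOXO1 had -0.25 (limma adjusted p = 0.128). The reads of PAX3 and of FOXO1 include those of the fusion transcript where they fall in the part shared with it. FOXO1 passed the threshold without DMSO replicate 1 (-0.14, limma adjusted p = 0.0471), without DMSO replicate 2 (-0.31, limma adjusted p = 0.0485) and with the GC content and length trend removed (-0.25, limma adjusted p = 0.00859), and its adjusted p ranged from 0.00859 to 0.345 over the alternatives. SMARCA4 passed it only with that trend removed (-0.13, limma adjusted p = 0.0489), with a range from 0.0489 to 0.962. KDM3A was 0.088 without DMSO replicate 1, and ETS1 was below 0 without DMSO replicate 2 or drug-treated replicate 3. The fusion transcript itself was not measured here.

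Among the other exploratory panels, medians on the log2 scale were 0.06 for the integrated stress response panel (camera, adjusted p = 0.0143), -0.07 for the cytosolic ribosomal proteins panel (0.00417), 0.10 for the interferon response panel (0.178), 0.02 for the cholesterol synthesis panel (0.387), 0.03 for the heat shock panel (0.138), -0.02 for the hypoxia panel (0.823), 0.09 for the NF-kB targets panel (0.138) and -0.09 for the ETS family panel (0.316). Among members with a mean of at least 100, the largest changes past the threshold were those of ATF3, CEBPB and SESN2 (0.43, 0.46 and 0.35), HSPB1 (0.28), NDRG1, BHLHE40 and BNIP3 (0.65, 0.46 and -0.33), TNFAIP3 (0.27) and ELK3 (-0.29). Members with the highest means in their panels included SHMT2, RPL13, SREBF2, HSP90AA1, ENO1, SOD2 and ETS1, with changes of -0.08, -0.03, 0.0098, 0.0053, -0.11, -0.10 and 0.0054.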
